# Short-term impacts of embryonic thermal manipulation in mule duck, a kinetic study: new tools for metabolic programming

**DOI:** 10.1186/s12864-025-12192-7

**Published:** 2025-11-07

**Authors:** C. Andrieux, S. Biasutti, LL. Zwick, M. Marchand, S. Panserat, M. Houssier

**Keywords:** Mule duck, Thermal manipulation, Programming, Metabolism

## Abstract

**Background:**

Temperature changes during embryogenesis, through a process called embryonic thermal programming, can modify the long-term thermotolerance of broilers or the hepatic metabolism of mule ducks. This study focused on the very short-term impacts on mule duck livers of such a programming which consist of increasing the incubation temperature by + 1°C, 16h/24h, from the 13th to 27th day of embryonic development. Using fluidigm technology, we analysed the impact of this temperature change on the relative expression of 81 genes involved in various metabolic pathways closely or remotely related to the fattening of the liver of mule ducks.

**Results:**

Expression changes were first assessed during temperature increase (from 30 min to 7h, then 3 days, 7 days and 11 days after the start of modification), and at hatching (3 days after the end of temperature modification) in comparison with a group of animals not exposed to this programming.

First, zootechnical measurements confirmed that the moderate discontinuous increase in embryonic temperature led to a drop in internal temperature and hatch weight, but did not reduce hatchability.

Secondly, gene expression in all tested metabolic pathways was affected throughout the study, except for cell proliferation and epigenetic marks, which were only modulated during the thermal stimulus. The most strongly and durably modulated pathways, with significant changes in the expression of several genes at multiple sampling points, were lipid metabolism (*DGAT2, CEPT1, GPAT1, ACOX1*), cellular stress (*HSPA5-HSP70*), and thyroid hormone regulation (*NCOR*). Some genes such as *SCD1* (lipid synthesis), *DIO3* (thyroid hormone regulation), *HSPA2*-*HSP70, HSBP1, HSP90AA1* and *IL18* (cellular stress) also showed modulation even after the thermal stimulus ended. Interestingly, the expression of genes involved in epigenetic and cell proliferation was only slightly affected by the temperature increase, except for *ELP3* (epigenetic marks) which was significantly modulated at two points.

**Conclusion:**

This study is the first to show the short-term impact of increased egg incubation temperature on gene expression in mule duck liver, from the start of the stimulus to hatching. These results could provide a valuable starting point for understanding the mechanisms of embryonic thermal programming that modulate hepatic metabolism in mule ducks.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-025-12192-7.

## Introduction

Early environmental stimuli are capable of modifying phenotype, in the short or long term, in animal life [1]. This phenomenon, known as programming [2], has been used in animal production and more specifically in the poultry industry to improve breeding performance [3]. Various stimuli can be applied to program a phenotype such as different colored light during incubation [4–6], variable availability of specific nutrients in the egg [7, 8], or different egg incubation temperature [9, 10]. These early exposures can influence various physiological pathways, such as muscle growth [9–11], global health [12, 13] or the ability to withstand heat stress [14, 15]. In mule duck, it was recently shown that an increase in temperature, from 1 to 1.7 °C during embryogenesis, resulted in higher *foie gras* production after a 2-week-forced-fed [16, 17].

These phenotypic changes are generally associated with molecular changes such as protein expressions in broiler muscles [18], DNA methylations in broiler brain [19] or transcriptional modulations in chicken heart, brain or spleen [19–21] or in duck liver [16, 22]. The transcriptional effects of embryonic thermal programming are often measured at two stages of the process: firstly, just after the temperature change, and secondly, after the programmed phenotype has been revealed, i.e. often much later in the animal's life. For the first stage, the genes studied are mainly involved in stress perception, belonging in particular to the family of heat shock proteins [23], whereas for the second stage, measurements often focus on the expression of genes involved in revealing the programmed phenotype [17, 22, 24]. These measurements reflect the transcriptional responses at a particular, arbitrarily chosen time point following stimuli.

The objective of this study was to evaluate how embryonic thermal programming affects the expression of genes involved in diverse cellular pathways in the liver of mule ducks, beginning 30 min after the initial thermal stimulus, over several days during the programming phase, and 3 days following its end. To this end, mule duck eggs were subjected to a discontinuous (16h/24h) increase in temperature of 1 °C during the 13th to the 27th embryonic day (E13-E27) in parallel with a control group with no temperature change, before being transferred to the same hatchery. Mortality at different stages, final hatchability, sex ratio, internal temperature, and body weight were measured at hatching (E30). Gene expression was assessed at multiple time points: from 30 min to 7 h after the onset of the temperature increase at E13, then at 3, 7, and 11 days after the start of the temperature increase (E16, E20, and E24), corresponding to the programming period. A final gene expression measurement was taken 3 days after the end of the temperature increase, at hatching (E30).

## Materials and methods

### Animals

The experiment was divided into two individual trials (Fig. 1). For both trials, eggs from the two groups were collected on the same day and stored at room temperature for 3 days before incubation (genotype H85, provided by Grimaud Frères Selection company, Roussay, France). The eggs were randomly divided in two (second trial) or four (first trial) identical incubators for two incubation treatments (SOLOGNE model of LA NATIONALE reconditioned model with a capacity of 2,430 eggs). All incubators were maintained at a constant temperature of 37.6 °C with an average relative humidity of 63.2%, from the embryonic day 0 (E0) to embryonic day 13th (E13) (24h/24). Incubator temperature, relative humidity (RH) and ventilation were automatically regulated. Moreover, the temperature and the RH were confirmed by records every 15 min by two independent sensors (LoRa® SPY U) in each incubator. All eggs in both groups were subjected to automatic 90° rotation every three hours and were manually sprayed for daily cooling from embryonic day 8 until the end of incubation, by opening the incubator doors for a few minutes at 2 pm. This cooling was applied just before the daily temperature increase, with the aim of facilitating the concomitant rise in relative humidity for TM group.

**Fig. 1:**
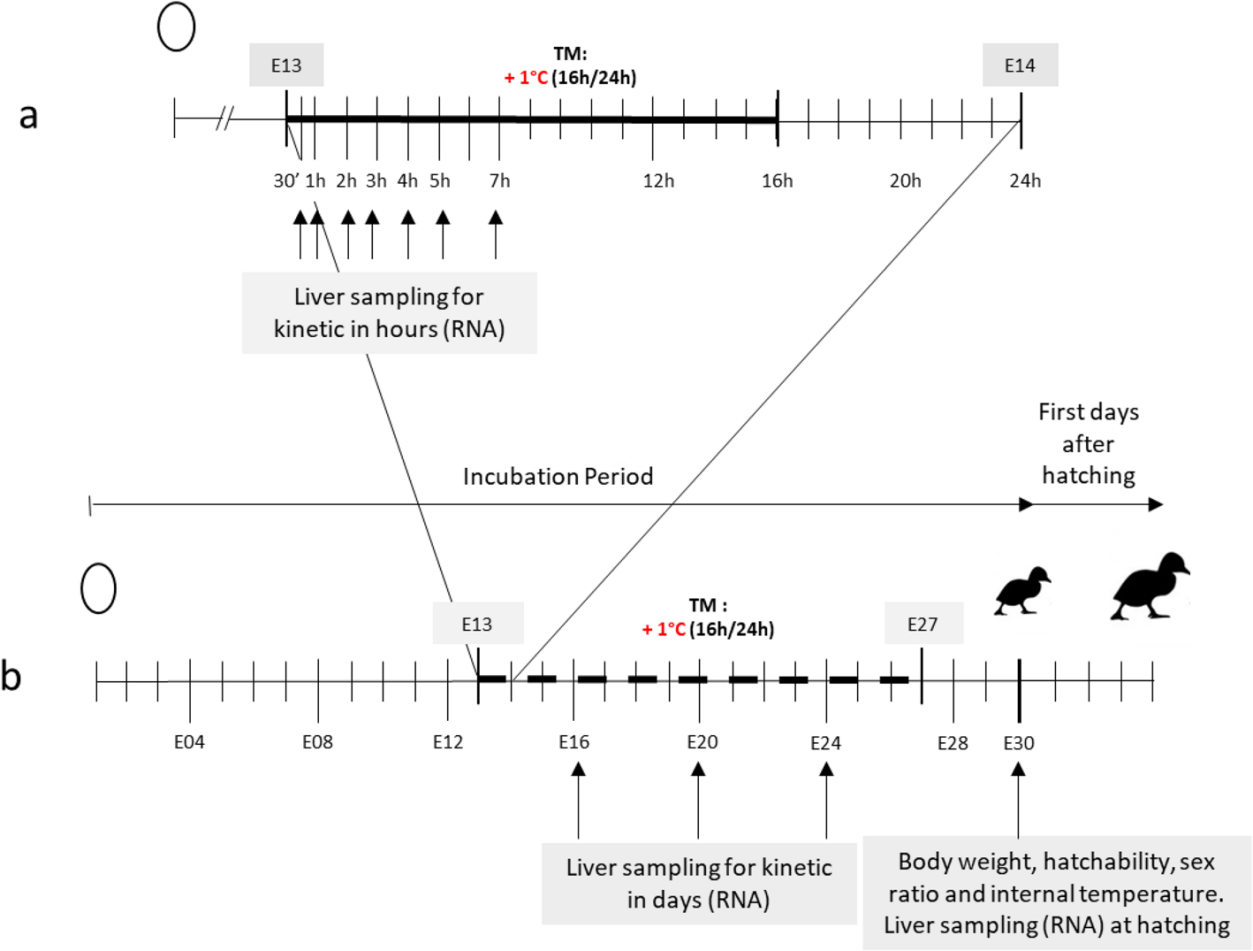
Experimental design. For both trials (**a** and **b**), the incubation temperature was maintained at 37.6°C throughout the incubation period for the control group. In the TM (thermal manipulated) group, a temperature increase of 1 °C, 16h/24 was applied from embryonic day 13 to 27 (E13-E27), illustrated by a bold dotted line. In the first trial (**a**), liver were sampled 30 min, 1 h, 2 h, 3 h, 4 h, 5 h and 7 h after the start of the thermal stimulus. In the second trial (**b**), liver samples were taken 3 days, 7 days and 11 days after the start of the temperature increase, corresponding to embryonic days 16, 20 and 24 (E16, E20 and E24). A final sample was taken at hatching (E30), 17 days after the start of the stimulus in both groups. At hatching, body weight, hatchability, sex ratio and internal temperature were also recorded

For the first trial (Fig. 1a), at embryonic day 13 (E13), the temperature in two of the four incubators was increased by 1 °C from 8:00 a.m. with an average relative humidity (RH) of 60.9% (Thermal Manipulated or TM group, 250 eggs) while the control incubators were maintained at 37.6 °C and 60.1% RH (control group, 250 eggs). The eggs were then collected from the first two incubators (1 control and 1 TM incubator) at 30 min, 2 h, 4 h, and 7 h after the temperature increase, and from the other two incubators of each group at 1 h, 3 h, and 5 h, in order to avoid significant temperature fluctuations caused by opening the doors during sampling. The embryos were euthanized by decapitation, in accordance with ethical principles [25], to allow for the collection of liver samples. To ensure consistent handling conditions, the 15 eggs from each group were temporarily transferred to a mobile incubator maintained at 37.6 °C, and dissections were performed alternately: one control egg/one TM egg.

For the second trial (Fig. 1b), from E13 to E27 the temperature in one of the two incubators was increased by 1 °C each day from 4:00 p.m. to 8:00 a.m. with an average RH of 63.6% (TM group, 750 eggs), while the other incubator was maintained at 37.6 °C with 63.2% RH (control group, 750 eggs) throughout the entire incubation period. Liver samples were then taken at E16, E20 and E24 during the programming period at 5 p.m, 1 h after the start of daily temperature rise (when the incubation temperature was reached and stable). At day 28 (E28), a candling was performed to assess mid-embryonic mortality (mortality between embryonic day 7 to 28), and all viable eggs were moved into the same hatchery (BRETAGNE model of LA NATIONALE, reconditioned model with a capacity of 2,520 eggs) maintained at 37.3°C and 80% of RH for three days. From E28 to E30, newly hatched ducklings were recorded once per day. Unhatched ducklings at E30 were counted to determine late mortality, rate of fertilized eggs (not shown, (total number of eggs put in incubation – number of eggs unfertilized identified during candling)/total number of eggs put in incubation) and hatchability (calculated as the ratio of the total number of hatched ducklings to the number of fertilized eggs set in the hatcher, multiplied by 100) while final liver samples were taken from ducklings born at E30 in both groups, 3 days after the end of the programming period.

### Sampling and measurements

In the first trial whole livers (8 per condition) were collected 30 min, 1 h, 2 h, 3 h, 4 h, 5 h and 7 h after the first day of temperature increase (E13). In the second trial, whole livers (8 per condition) were collected 1 h after the daily temperature increase (5 p.m.), 3, 7 and 11 days after the temperature increase (E16, E20 and E24) and three days after the end of the temperature increase, at hatching (E30). Similar samples were taken at the same times for the control group, not exposed to the temperature increase. The livers were immediately immersed in liquid nitrogen before being stored at −80 °C.

The sex of all hatched ducklings (433 in the control group and 475 in the TM group), the body weight of dry male ducklings (237 in the control group and 255 in the TM group), and the cloacal temperature of approximately 100 male ducklings in each group were recorded at E30, by using digital express thermometers (Digital Express Thermometer from Gilbert).

### RNA extraction, reverse transcription, fluidigm and relative expression measurement

The TRIzol method (Invitrogen/Life technologies) was used to extract the total RNA from 50 mg of frozen liver tissue. Total RNA samples were normalized at 100 ng/µL after concentration analysis by spectrophotometry (optical density at 260 nm) using a Biotek EPOCH 2 microplate reader (Take 3 Plate). RNA reverse transcription (RT) was performed with 1µg of RNA mixed with Super Script (Life Technologies SAS) and RNAseOUT (Life Technologies SAS). The RT mix was completed by an exogenous RNA (Luciferase, Promega, 1 pg) to have an exogenous control. The RT was done in the CFX384 (BioRad, USA) according to the following program: 25°C/5 min, 55°C/60 min, 70°C/15 min.

Gene expression levels were determined by high throughput real-time quantitative PCR from Fluidigm (Gentyane platform, Clermont-Ferrand, France). Two 96 well plates were prepared, one with samples (cDNA) at 5 ng/µL and the second with gene primers at 20 µM, listed in SupplementTable 1. Primer validations were carried out in two steps: their efficiency ranging from 1.85 to 2 was calculated from cascade dilution of a cDNA pool and their specificity was confirmed by amplicon sequencing. The sample amplifications were realized in two steps by using the Fluidigm method. A first pre-amplification with Preamp Master Mix (Fluidigm) was done following program: 95 °C/10 min and 14 cycles of 95 °C/15 s and 60 °C/4 min. Pre-amplified samples were treated by exonuclease (NEB) before a low EDTA buffer (10mM Tris–HCL, 0.1 mM EDTA) dilution and before moving samples to a 96 × 96 chip for Fluidigm Gene Expression Array. The reaction was made using 20 × EvaGreen (Interchim) dye following the program:70 °C/2400 s, 60 °C/30 s, 30 cycles of 96 °C/5 s and 60 °C/20 s. Real time quantitative PCR results were analyzed using the Fluidigm real-time PCR analysis software v.4.1.3.

A initial list of genes of interest was compiled from previous studies conducted on different species concerning metabolic pathways of interest such as stress, inflammation or energy metabolism. 95 genes were selected for Fluidigm analysis and ultimately only those validated for specificity and efficiency were retained for gene expression analysis. Initially, 8 replicates per condition were deposited to calculate a relative expression mean, and only genes for which at least 6 replicates were finally detected were retained for statistical analysis. A total of 81 genes were kept for the hour and the daily kinetics.

The relative expression was normalized with four reference genes (*ActB*, *Luciferase*, *STAB1* and *USP9X* for the first trial, and *HPRT1*, *Luciferase*, *STAB1* and *UPS9X* for the second trial), selected according to the function GeNorm from the package CtrlGene of R (v.3.6.2). Moreover, the relative expression was calculated according to the expression 2^−∆∆Ct^ [26] with ∆Ct sample = Ct target gene – Ct reference genes (mean of 4 previous genes) and ∆∆Ct = ∆Ct sample—∆Ct reference. 

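STAB1, a scavenger receptor of the sinusoidal endothelium, was detected earlier in the TM group than in the control group at 30 min, with a Ct (the PCR cycle at which the product crosses the detection threshold) of 19.4 ± 0.492 (SD, n = 8 livers) against 20.6 ± 0.927 (n = 7, exact two-sided permutation test, p = 0.00202). ActB, the cytoskeletal actin, had a lower Ct in the TM group at 30 min (exact permutation p = 0.0455) and at 7 h (p = 0.0357) and a higher one at 1 h (p = 0.0286). Luciferase, the exogenous RNA added before reverse transcription, had a Ct of 21.3 ± 1.40 in the TM group and 24.0 ± 3.30 in the control group at 7 h (n = 8 each, exact permutation p = 0.0247). One control liver had 31.4 cycles, and without it the control group had 22.9 ± 1.46 (n = 7, exact permutation p = 0.0474). At that point the mean Ct of the 4 reference genes was 18.2 ± 0.870 in the TM group and 19.4 ± 1.05 in the control group (exact permutation p = 0.00497), or 19.0 ± 0.355 without that liver (p = 0.0129). For the 3 endogenous reference genes the mean differed by −0.758 cycles (exact permutation p = 0.0381), or by −0.643 without that liver, which did not pass (p = 0.0869). In the second trial, no reference gene passed the same test at E16, E20, E24 or E30. The nearest was HPRT1, an enzyme of purine salvage, at E16, with 21.4 ± 0.791 cycles (n = 8) in the TM group against 20.1 ± 1.27 (n = 4) in the control group (exact permutation p = 0.0566).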

The reference that determined the ∆Ct reference value corresponded to the average of Ct across all groups.

### Statistical analysis

Statistical analyses were carried out using R & Rstudio version 3.6.2. Hatchability, sex ratio and mortalities were compared by using a Chi-squared test. Student (parametric) or Wilcoxon (non parametric) tests were done depending on normality and homoscedasticity. A student test was applied for body weights at hatch and a Wilcoxon test was done for internal temperatures at hatch. Tests have been adapted to compare the relative expression between groups for the two trials (*n* = 6 minimum) for each timing (2 ways analysis was excluded due to the flattening of the TM effects).

The data are presented as the average ± standard error of deviation (SD). In every case, differences between the groups were considered statistically significant when *p* < 0.05.

## Results

### Short-term transcriptional impacts of thermal manipulation in the liver

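Livers of 8 control and 8 TM embryos were measured at each of the 7 hourly sampling points, by high-throughput quantitative PCR on Fluidigm chips with the EvaGreen dye. The deposited values are relative expression ratios, 2^−∆∆Ct. The authors computed them against the geometric mean Ct of ActB, luciferase, STAB1 and USP9X in the same liver. These were set against the average ∆Ct of each gene over the livers of the trial. Not every liver had a Ct for all 4 reference genes. TM replicate 3 at 2 h and TM replicate 1 at 4 h had 3 and lacked luciferase, and control replicate 3 at 5 h had 2. Of the 81 genes, between 18 and 81 had a ratio in each liver, and the group medians ran from 75 to 78. The median Ct of the 81 genes per liver lay between 17.6 and 22.7 cycles. Some ratios were left blank by the authors although a Ct was deposited, and these stayed blank. For 1 control liver at 30 min the ratios were used and no Ct was. Ratios were put on the log2 scale, on which means ± SD are given. The TM group was compared with the control group at each sampling point by an exact two-sided permutation test of the difference between the means, for each gene with a value in at least 6 livers of each group. This left 73 to 77 genes per sampling point. A gene is called modulated at an unadjusted p under 0.05, the threshold of the paper, and adjusted p come from limma with the Benjamini-Hochberg correction over the genes of that point. At a given point all livers of a group came from the same incubator, so the p-values measure the spread between livers.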

The first trial enabled the analysis of the very short-term transcriptional impact of an increase in incubation temperature, based on an hourly kinetics at E13, with the results presented in Fig. 2. The heat map highlights significant differences in relative gene expression between the two groups at each specific time point, indicated by the appearance of red/brown colored bands, according to the color key. Overall, the analysis reveals a very moderate transcriptional impact of the temperature increase, particularly after 30 min, 2 h, 3 h, and 4 h of exposure, with fewer than 6 genes significantly affected out of the 81 tested. 

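PLIN2, which coats lipid droplets, fell within 30 min of the temperature increase, to −0.72 ± 0.45 (SD, n = 8) in the TM group against 0.10 ± 0.46 (n = 8) in the control group (exact permutation p = 0.0028). TGFb1, a cytokine that restrains hepatocyte growth, rose at 5 h to 1.15 ± 1.41 (n = 8) against −1.44 ± 2.66 (n = 6, exact permutation p = 0.0193). WIPI1, a protein of autophagosome formation, fell at 7 h to −0.39 ± 0.29 against 0.35 ± 0.37 (n = 7 each, exact permutation p = 0.00175). The number of modulated genes was 6 at 30 min (2 higher in the TM group, 4 lower), 8 at 1 h (3 higher, 5 lower) and 5 at 2 h (1 higher, 4 lower). It was 9 at 3 h (all lower), 4 at 4 h (2 higher, 2 lower), 11 at 5 h (9 higher, 2 lower) and 10 at 7 h (all lower). At 5 h, control replicate 3 had 47 ratios, a Ct for 2 reference genes and a median Ct of 22.7 cycles. The other control livers of that point had medians of 19.1 to 20.6. TM replicate 6, which is among the 8 TM livers of TGFb1, had 42 ratios, 39 left blank and a luciferase Ct of 30.2 cycles. In the other TM livers of that point luciferase had 20.5 to 23.9 cycles. Control replicate 3 and TM replicate 6 were kept, and no test was run without them. The median log2 difference over all genes tested was −0.31 at 3 h, 0.22 at 5 h and −0.29 at 7 h, and it fell within 0.05 of 0 at these points when each liver was centred on the mean of the panel, where 3 of 4, 4 of 6 and 5 of 11 calls were higher. With the same centring 10 of 13 calls were higher at 1 h and 5 of 7 at 2 h, so the direction of the calls at these points depends on the scaling. No gene passed an adjusted p of 0.05 at any of the 7 points, by limma or by the permutation test, and limma's unadjusted p called 5, 8, 7, 7, 3, 8 and 11 genes in the order of time. The smallest adjusted p from limma was 0.0653, for HSPA2, a heat shock protein of the HSP70 family, at 1 h. From the small number of genes affected at these points, the paper concludes that the temperature increase had a very moderate transcriptional impact.

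**Figure D1:**
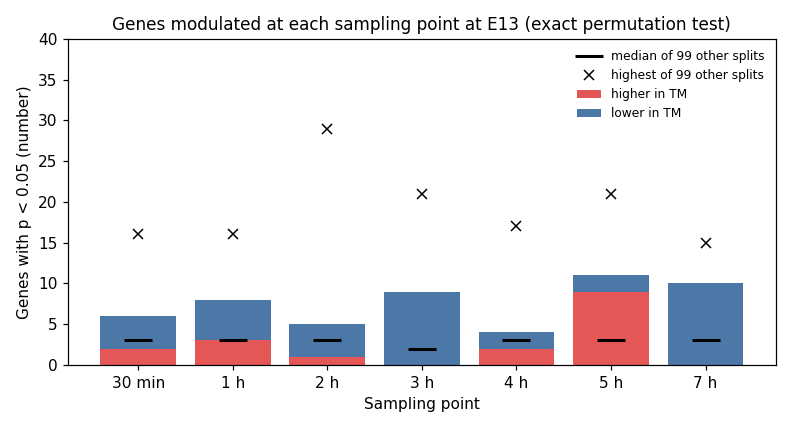
Number of genes with an exact permutation p under 0.05 (vertical axis) at each hourly sampling point of E13 (horizontal axis), higher in the TM group in red and lower in blue. The black bars and crosses give the median and the highest count over 99 other splits of the same livers, which reached 15 to 29 genes depending on the sampling point.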

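Within the first 7 h, 14 of 22 genes of cellular stress passed the exact permutation test at 1 or more points, in 6 cases higher and in 12 cases lower in the TM group. DNAJA2, an HSP40 co-chaperone, fell at 3 h to −0.18 ± 0.33 against 0.47 ± 0.50 in the control group (SD, n = 8 each, exact permutation p = 0.00684). Among the 8 genes linked to thyroid hormone, 4 were modulated, in all 8 cases lower in the TM group. DIO1, a deiodinase that activates thyroid hormone, fell at 7 h to −0.51 ± 1.39 against 0.66 ± 0.69 (n = 8 each, exact permutation p = 0.0269). The 8 control livers include replicate 6, in which luciferase had 31.4 cycles and 58 ratios were left blank, and no gene was tested without it. Of the 10 carbohydrate genes 5 passed, and PDHA1, a subunit of pyruvate dehydrogenase, was higher at 5 h (0.62 ± 0.44, n = 7, against 0.09 ± 0.46, n = 8, exact permutation p = 0.0413) and lower at 7 h (−0.24 ± 0.48, n = 8, against 0.56 ± 0.65, n = 7, p = 0.0185). The livers of 5 h and of 7 h came from different pairs of incubators. Lipid genes passed in 10 of 23 cases, genes of epigenetics in 3 of 9, regulators in 1 of 3 and genes of proliferation in 1 of 6. When each pathway was averaged per liver, the mean of the heat shock response genes fell by 0.45 at 3 h (exact permutation p = 0.0131), which did not hold after correction over the lists (adjusted p = 0.157), and no list passed the correction at any hourly point. With the test of the paper's methods 10 of the 22 stress genes and 5 of the 8 thyroid hormone genes passed, so which pathway has the largest share depends on the test. Whether the share of modulated genes differs between pathways was not tested.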

Cellular pathways related to proliferation and epigenetic modifications are among the least affected by the temperature increase, in contrast to those involved in cellular stress, thyroid hormone synthesis, or carbohydrate metabolism, for which at least 50% of the tested genes were significantly modulated. It is worth noting that the expression of many genes is never affected by the temperature increase (light pink/yellow lines, representing 44 out of the 81 tested genes, i.e., 54%). 

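No modulation was detected for 43 of the 81 genes at any of the 7 points. They include FASN and ELOVL6, which build and elongate fatty acids, THRB, a thyroid hormone receptor, and DNMT3A, a DNA methyltransferase, which were tested at all 7 points. Of the 43 genes, 34 were tested at every point, 8 at some of them and 1, ChREBP, at none. By pathway, 13 lipid genes, 8 genes of cellular stress, 6 of epigenetics, 5 of carbohydrates, 5 of proliferation, 4 of the thyroid hormone list and 2 regulators never passed the exact permutation test. The other 38 genes passed at 1 or more points, or 25 genes when only the endogenous reference genes were used. A gene that did not pass is not shown to be unaffected, as each comparison rests on 6 to 8 livers per group.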

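USP16, a histone deubiquitinase listed with the thyroid hormone genes, was the only gene lower in the TM group at 3 points, by −0.78 at 2 h, −0.64 at 5 h and −0.83 at 7 h on the log2 scale (exact permutation p = 0.00606, 0.0296 and 0.0227, 6 to 8 livers per group). ALB, the plasma carrier protein albumin, fell at 30 min (−0.68, p = 0.027) and at 7 h (−0.66, p = 0.019) by the same exact test. TET2, which oxidizes methylated cytosine, rose at 30 min (0.88, exact permutation p = 0.0193) and at 4 h (1.59, p = 0.0486). Other genes moved in both directions: CEPT1, which makes phospholipids, was 0.84 higher at 5 h and fell by 0.72 at 7 h (exact permutation p = 0.0331 and 0.0202), and the stress transcription factor ATF4 fell by 0.72 at 2 h and rose by 0.85 at 5 h (p = 0.0168 and 0.0286). ENO1, a glycolytic enzyme, fell by 0.36 at 3 h (exact permutation p = 0.0421) and rose by 0.24 at 4 h (p = 0.047). The median over all genes tested had the same signs, at −0.11, −0.31, 0.05, 0.22 and −0.29 at 2, 3, 4, 5 and 7 h. Of the 10 calls at 7 h, 4 remained with only the endogenous reference genes. With each liver centred on the mean of the panel 6 remained. The livers of 3 and 5 h came from a different pair of incubators than those of 2, 4 and 7 h. Each gene given here with both directions thus also differs in incubators between its points. At 5 h the TM livers of CEPT1 include replicate 6, with a luciferase Ct of 30.2 cycles. At 2 h those of USP16 and ATF4 include replicate 3, which lacked luciferase. The change of the TM effect between hourly points was not tested. In all, 14 of the 81 genes passed at 2 or more points, among them also HSBP1, Hsp60, JMJD1C, PDHA1, SETDB1, ST13 and WIPI1. With only the endogenous reference genes this number was 4, and with the ratios recomputed from all deposited Ct it was 9.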

The expression of a few genes (10 out of the 81, 12.3%), such as *TET2* (epigenetics), *ATG18* and *HSP60* (cellular stress), *USP16* and *ALB* (thyroid hormone synthesis), *ACOX1* and *CEPT1* (lipid metabolism), as well as *CREBP2*, *ENO1*, and *PDHA1* (carbohydrate metabolism), was affected at two of the seven time points tested, whereas the remaining altered genes exhibited transient changes at a single time point.

**Fig. 2:**
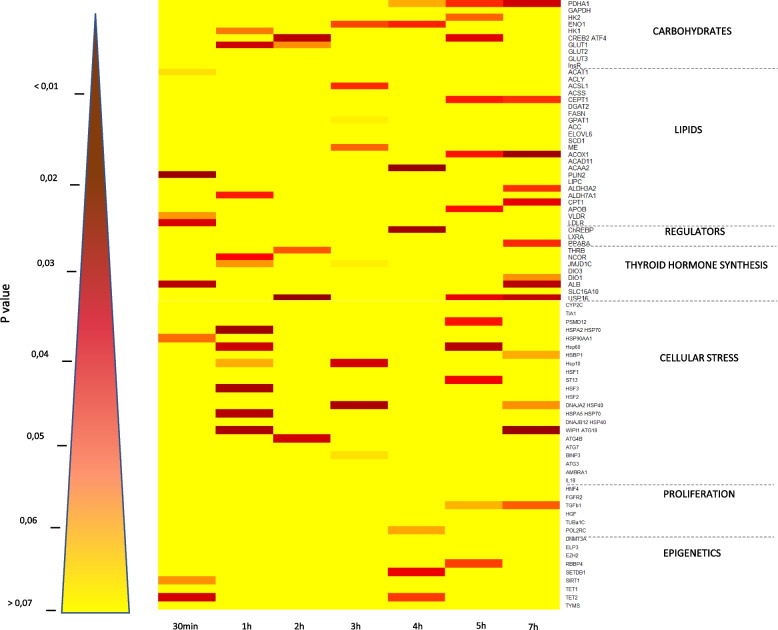
Hourly kinetics of hepatic gene expression at E13. The heat map represents an overview of the 81 genes studied, presented by cellular pathway for the 7 sampling points at E13, the first day of temperature increase (30min, 1 h, 2 h, 3 h, 4 h, 5 h and 7 h after the modification). Student or Wilcoxon tests were applied, depending on the conditions to be met, to compare the control and TM groups for the same sampling point. The absence of a significant difference is shown in orange/yellow, while red/brown indicates a significant difference between the two groups according to the color key

The overall relative expression measured during the second trial, on daily kinetics (E16, E20, E24 and E30) is represented by a second heat map with the same color key in Fig. 3. 

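In the second trial, livers of 8 control and 8 TM animals were measured at E20, E24 and E30, and of 5 control and 8 TM animals at E16, by the same assay. The ratios were computed by the authors in the same way, with HPRT1, luciferase, STAB1 and USP9X as reference genes. Between 20 and 81 of the 81 genes had a ratio in each liver, with group medians of 76.5 to 79, and the median Ct per liver ran from 16.8 to 23.6 cycles. Only luciferase, of the 4 reference genes, had a Ct in control replicate 7 at E16 and in TM replicate 1 at E20. These livers had a ratio for 20 and 26 genes and a Ct of 23.7 and 22.5 for ALB, which lay between 6.85 and 8.73 cycles in the other livers of these points. They were kept in the main tests. Genes were tested with a value in at least 6 livers per group, or in at least 4 at E16, which left 79 genes at E16, 77 at E20, 77 at E24 and 80 at E30. Each group had its own incubator until E28, so the effect of temperature is not separated from that of the incubator. The change of the TM effect between sampling points was tested by an interaction contrast in limma over the livers of E16, E20, E24 and E30.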

As shown by the predominance of yellow dots, the expression of a large number of genes is not affected at all by the thermal stimulus, but 37 genes (46.6% of all potential target genes studied) are nevertheless significantly affected at least at one point. Among these target genes, 8 (9.9% of all potential target genes studied) were significantly affected at least at 2 kinetic points, with a maximum of 3 time points.

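CPT1, which carries fatty acids into mitochondria, had the smallest exact permutation p at E16 and was higher in the TM group, at 1.35 ± 0.47 (SD, n = 8) against −1.44 ± 2.78 (n = 4) in the control group (p = 0.00202), or by 1.43 (n = 3 control livers, exact permutation p = 0.00606) without the control liver that had only luciferase. At E20, ELP3, a histone acetyltransferase, fell and was the only gene past an adjusted p from limma at any of the 4 daily points. At E24 and E30 the smallest exact permutation p were those of ELP3 (0.00855) and of SCD1, a desaturase of fatty acid synthesis (0.00466). The number of modulated genes was 14 at E16 (all higher in the TM group), 8 at E20 (7 higher, 1 lower), 7 at E24 (6 higher, 1 lower) and 8 at E30 (6 higher, 2 lower). Over the 4 points 27 of the 81 genes passed at least once, against a median of 14 and at most 36 in 99 other splits of the same livers, so chance is not excluded. At E16, E24 and E30 no gene passed an adjusted p of 0.05 from limma, the smallest being 0.16, 0.353 and 0.223, while its unadjusted p called 16, 6 and 6 genes. Leaving out 1 liver at a time at E16 gave 0 to 19 genes past limma's adjusted p and 11 to 24 past the unadjusted exact permutation p, the highest counts without control replicate 3. The exact permutation test with the Benjamini-Hochberg correction gave 0 genes at each of the 4 points. Centred on the mean of the panel, 6 genes passed at E16, of which 4 were higher, 5 at E20, of which 1 was higher, 8 at E24, of which 3 were higher, and 9 at E30, of which 6 were higher. Without the TM liver that had only luciferase, 12 genes passed at E20, of which 11 were higher, or 6 with the centring, of which 3 were higher.

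**Figure D2:**
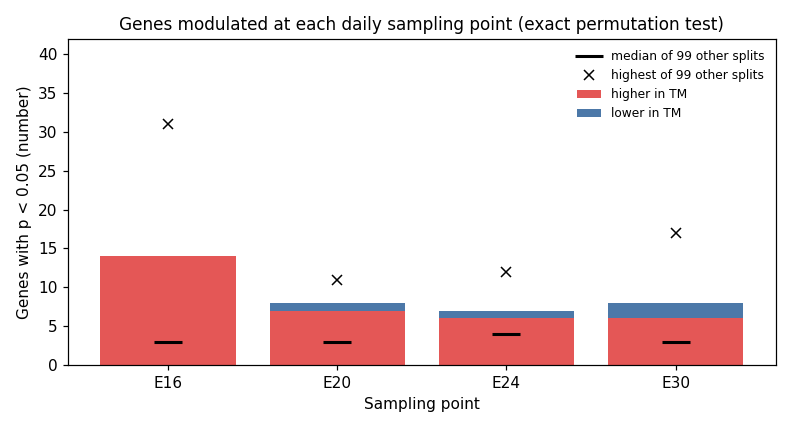
Number of genes with an exact permutation p under 0.05 (vertical axis) at each daily sampling point (horizontal axis), higher in the TM group in red and lower in blue. The black bars and crosses give the median and the highest count over 99 other splits of the same livers, which reached 31 genes at E16 and 11 at E20.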

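HSP90AA1, a cytosolic chaperone, was the gene modulated most often, higher in the TM group at E20 and E24 and lower at E30. Higher values at both E16 and E30 were found for DGAT2, GPAT1 and ACC, which carry out the last step and the first steps of triglyceride and fatty acid synthesis. The chaperone HSPA5 was higher at E20 and E24. The cytokine IL18 was higher at E20 and E30. DIO3, which inactivates thyroid hormone, was higher at E16 and at E24, where it reached 1.83 ± 0.45 against 1.27 ± 0.55 in the control group (SD, n = 8 each, exact permutation p = 0.0406). ELP3 was lower at E20 and higher at E24. In all, 9 genes passed the exact permutation test at 2 or more daily points. This number was 5 with the ratios recomputed from all deposited Ct, 4 with the endogenous reference genes only and 4 when each liver was centred on the mean of the panel.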

**Fig. 3:**
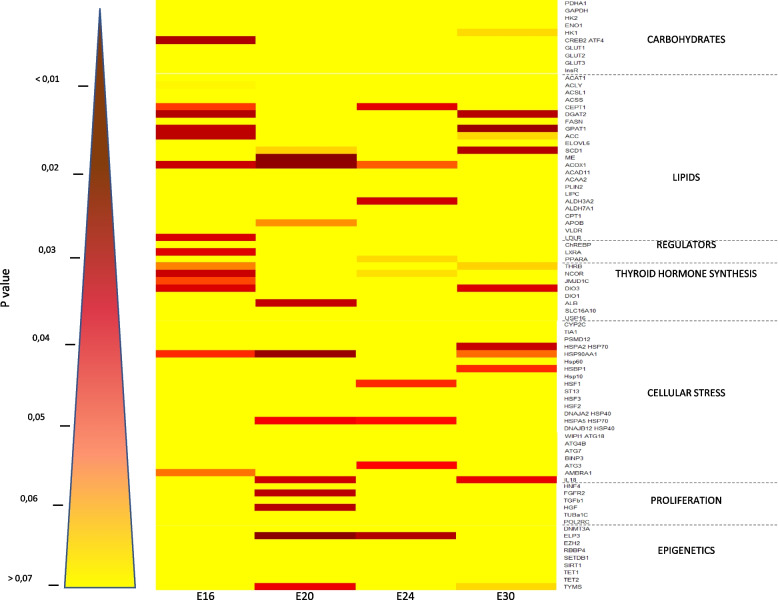
Daily kinetics of hepatic gene expression. The heatmap provides an overview of the relative expression of the 81 genes studied, presented by cell pathway for the three sampling points collected during the programming period at 3, 7, and 11 days after the onset of temperature increase (E16, E20, E24), and 3 days after the end of the programming period (E30). Student or Wilcoxon tests were applied, depending on the conditions to be met, to compare the control and TM groups for the same sampling point. The absence of a significant difference is shown in orange/yellow, while red/brown indicates a significant difference between the two groups according to the color key

For the subsequent analysis, we grouped the 31 genes that were modulated at least once at the time points E13-1h, E16, E20, E24, and E30. 

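Over E13-1h, E16, E20, E24 and E30, 33 of the 81 genes passed the exact permutation test at least once, with 36 cases higher in the TM group and 9 lower. When each liver was centred on the mean of the panel, 24 cases were higher and 17 lower, or 26 and 16 without the 2 livers that had only luciferase. Among genes modulated at E13-1h alone, HK2, a hexokinase that traps glucose in the cell, fell to −0.76 ± 0.84 (SD, n = 6) against 0.95 ± 1.61 (n = 7) in the control group (exact permutation p = 0.0455). SETDB1, which methylates histone H3, fell to −0.64 ± 0.73 against 0.29 ± 0.32 (n = 7 each, exact permutation p = 0.00874), although with all deposited Ct included the p was 0.0715. By pathway, 14 of 36 genes of energy metabolism passed, as did 5 of 8 of the thyroid hormone list, 9 of 22 of cellular stress and 5 of 15 of proliferation and epigenetics.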

To simplify the analysis, only the 1-h time point from the hourly kinetics at E13 was retained, as it is one of the time points with the highest number of temperature-responsive genes, and because the daily kinetics time points were also collected one hour after the onset of the temperature increase.

The results concerning the expression of genes involved in the energy metabolism pathway for each of these time points are shown in Table 1. 

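Lipid genes were modulated in 9 of 23 cases over E13-1h, E16, E20, E24 and E30, carbohydrate genes in 3 of 10 and the regulators of metabolism in 2 of 3. At E13-1h, ALDH7A1, an aldehyde dehydrogenase, was higher in the TM group, at 0.41 ± 0.64 against −0.35 ± 0.72 in the control group (SD, n = 8 each, exact permutation p = 0.0449). LXRA, a nuclear receptor of sterols that drives lipid synthesis, was higher at E24, at 0.35 ± 0.41 against −0.26 ± 0.57 (n = 8 each, exact permutation p = 0.0284). Malic enzyme (ME), a source of NADPH for fatty acid synthesis, was 0.12 ± 0.96 against −0.21 ± 0.35 at E20 (n = 8 each, exact permutation p = 0.432). Without the TM liver that had only luciferase, the difference for ME was 0.66 (n = 7 TM livers, exact permutation p = 0.000466). The other 22 of the 36 genes of energy metabolism did not pass at any of the 5 points.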

The expression of 13 genes involved in carbohydrate and lipid metabolisms was significantly affected by the increase in temperature out of a total of 35 genes measured (37%). Most of them were upregulated (except for *GLUT1* at E13, and *CEPT1* at E24), suggesting an overall activation of energy metabolism. 

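In the genes of energy metabolism, 17 of the 18 cases past the exact permutation test at these 5 points were higher in the TM group, the exception being HK2 at E13-1h. GLUT1, a glucose transporter, was −0.96 ± 0.51 (SD, n = 7) in the TM group and 0.03 ± 1.18 (n = 8) in the control group at E13-1h, with 1 control liver far below the others (exact permutation p = 0.0618). CEPT1 at E24 was −0.79 ± 0.58 against −0.27 ± 0.43 (n = 8 each, exact permutation p = 0.0636). The TM effect on CEPT1 fell by 1.31 from E16 to E24 (standard error 0.49), which did not pass limma's interaction test (adjusted p = 0.207). Also at E24, ALDH3A2, a fatty aldehyde dehydrogenase, was −0.76 ± 1.29 (n = 8) against −2.25 ± 2.96 (n = 7, exact permutation p = 0.222), with 1 control liver far below the others. From the predominance of up-regulated genes, the paper proposes an overall activation of energy metabolism.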

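At E16, 10 of the 36 genes of energy metabolism rose in the TM group, none fell and 26 did not pass or were not tested. Among lipid synthesis genes, DGAT2, which completes triglycerides, reached −0.66 ± 0.74 (SD, n = 7) against −2.15 ± 0.49 (n = 4) in the control group (exact permutation p = 0.0121). ACC, which commits acetyl-CoA to fatty acid synthesis, reached −0.18 ± 0.73 (n = 8) against −1.57 ± 1.04 (n = 4, exact permutation p = 0.0202). GPAT1, the first enzyme of glycerolipid synthesis, reached 0.73 ± 0.57 against −0.36 ± 0.22 and the transcription factor ATF4 0.49 ± 0.38 against −0.26 ± 0.39 (n = 8 and 4, exact permutation p = 0.00808 for both). CEPT1 (0.63 ± 0.37, n = 7, against −0.16 ± 0.73, n = 4, exact permutation p = 0.0424), CPT1, GAPDH and PPARA rose as well. For LXRA the values were 0.23 ± 0.48 (n = 8) and −0.34 ± 0.25 (n = 4, exact permutation p = 0.0545). The median log2 difference over all 79 genes tested was 0.53, and when each liver was centred on the mean of the panel it was 0.06, with 3 genes of energy metabolism past the test, ACC (0.97), DGAT2 (1.41) and CPT1 (1.42), of which CPT1 no longer passed without the control liver that had only luciferase (0.51, exact permutation p = 0.0869).

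**Figure D3:**
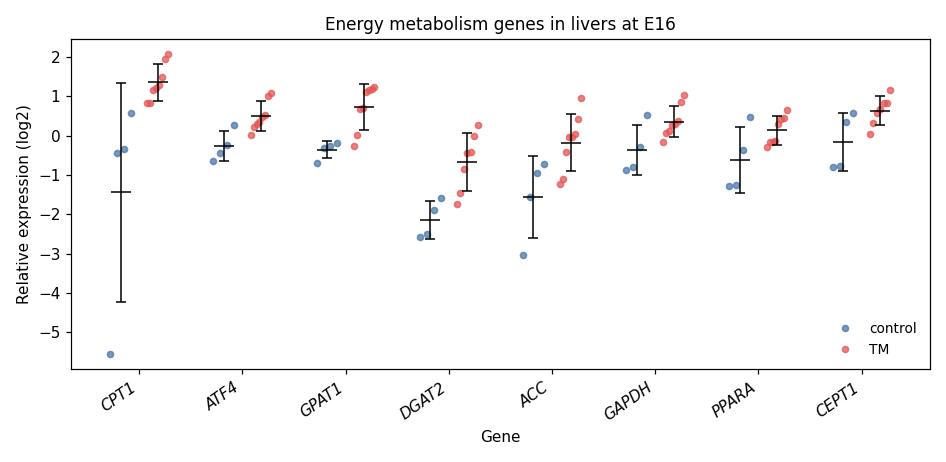
Log2 relative expression (vertical axis) of 8 energy metabolism genes past the exact permutation test at E16 (horizontal axis), 1 point per liver, with the mean and SD of the control (blue) and TM (red) groups. In CPT1, 1 control liver lies far below the other 3, and in all 8 genes the mean of the TM group is above that of the control group.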

The maximum impact is measured 3 days after the start of the programming period (E16) with the increase of 8 genes, involved in each of the pathways studied. 

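At E30, 4 of the 10 lipid synthesis genes were higher in the TM group and 6 did not pass. GPAT1, the first enzyme of glycerolipid synthesis, reached 2.47 ± 0.71 (SD, n = 8) against 1.31 ± 0.56 (n = 7) in the control group (exact permutation p = 0.00575). DGAT2, which completes triglycerides, reached 2.27 ± 0.84 against 0.83 ± 1.03 (n = 7 each, exact permutation p = 0.0152). SCD1, which makes monounsaturated fatty acids, was 8.09 ± 0.22 against 6.36 ± 3.12 (n = 8 each, exact permutation p = 0.00466), where control replicate 1 lay at −1.22 and the other 7 control livers averaged 7.45. ACC, which commits acetyl-CoA to fatty acid synthesis, was 4.38 ± 0.20 against 3.62 ± 1.41 (n = 8 each, exact permutation p = 0.043). Averaged over the 10 genes per liver, lipid synthesis was 0.85 higher in the TM group (exact permutation p = 0.0138), which did not pass the correction over the lists (adjusted p = 0.166). The mean of 4 markers of non-parenchymal liver cells (STAB1, HGF, IL18 and TGFb1) was 0.68 higher in the TM group at E30 (exact permutation p = 0.00622). STAB1 is also one of the reference genes, and IL18 was itself modulated at this point while HGF was not. The share of cell types was not measured.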

Three days after the end of the thermal stimulation (E30), at hatching, the expression of 3 genes involved in lipid synthesis (*DGAT2*, *SCD1* and *GPAT1*) was still up-regulated in programmed animals (TM) compared to control.

**Table 1:** Relative expression of temperature-modulated genes involved in liver metabolism

Pathways	Gene	Total number of genes measured	During thermal stimulus												After thermal stimulus		
			E13 (1 h)			E16 (3 days)			E20 (7 days)			E24 (11 days)			E30 (17 days)		
			Control	TM	Effect	Control	TM	Effect	Control	TM	Effect	Control	TM	Effect	Control	TM	Effect
CARBOHYDRATES																	
Transport	GLUT1	3	1.64 ± 0.85	0.82 ± 0.23	*	ns			ns			ns			ns		
Oxydation	CREB2 ATF4	7	ns			0.73 ± 0.21	1.23 ± 0.34	**	ns			ns			ns		
LIPIDS																	
Synthesis	DGAT2	10	-	-	-	0.45 ± 0.15	2.23 ± 0.62	**	ns			ns			0.83 ± 0.35	2.00 ± 0.72	**
	ACC		ns			0.62 ± 0.33	1.54 ± 0.76	*	ns			ns			ns		
	CEPT1		ns			0.72 ± 0.35	1.29 ± 0.44	*	ns			1.31 ± 0.35	0.88 ± 0.33	*	Ns		
	SCD1		-	-	-	-	-	-	ns			ns			1.10 ± 0.62	1.84 ± 0.29	**
	ME		ns			ns			0.91 ± 0.20	1.27 ± 0.19	****	ns			ns		
	GPAT1		ns			0.61 ± 0.09	1.37 ± 0.46	*	ns			ns			0.82 ± 0.25	1.53 ± 0.67	**
Oxydation	ACOX1	9	ns			0.68 ± 0.27	1.33 ± 0.53	*	0.95 ± 0.26	1.30 ± 0.29	**	0.94 ± 0.23	1.20 ± 0.47	*	ns		
	ALDH3A2		-	-	-	ns			ns			1.22 ± 0.58	2.15 ± 1.32	*	ns		
	ALDH7A1		0.86 ± 0.47	1.40 ± 0.48	*	ns			ns			ns			ns		
transport	LDLR	3	ns			0.72 ± 0.50	1.70 ± 0.84	*	ns			ns			ns		
REGULATORS																	
	LXRA	3	ns			0.78 ± 0.14	1.20 ± 0.40	*	ns			ns			ns		

The relative expression of genes involved in liver metabolism and significantly affected at least at one point by the temperature change is listed for the 5 sampling points (E13-1h, E16, E20, E24 and E30). The total number of genes measured for each cellular pathway is indicated

Student or Wilcoxon tests were applied, depending on the conditions to be met. Effect: statistical result of the comparison between the control group and the programmed group for the same time point; ns: non significant, *: *p* < 0.05, **: *p* < 0.01, ***: *p* < 0.001. « -» not determined (not enough samples to apply tests). *n* = 6 to 8

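Of the 8 genes of the thyroid hormone list, 5 passed the exact permutation test at 1 or more of the 5 points, in 6 cases higher and in 1 case lower in the TM group. The lower case was JMJD1C, a histone demethylase and coactivator, at E13-1h, at −0.15 ± 0.45 (SD, n = 8) against 0.41 ± 0.48 (n = 7) in the control group (exact permutation p = 0.0375). NCOR, a corepressor of the thyroid hormone receptor, was 0.65 higher in the TM group at E13-1h, with 1 TM liver far below the others (exact permutation p = 0.0973). ALB, a plasma carrier of thyroid hormones, was −0.64 ± 4.99 (n = 8) in the TM group and 0.75 ± 0.28 (n = 7) in the control group at E20 (exact permutation p = 0.996). Without the TM liver that had only luciferase, ALB was 0.38 higher (n = 7 each, exact permutation p = 0.0163). THRB, a receptor of the hormone, rose at E30 to 0.89 ± 0.35 (n = 8) against 0.48 ± 0.17 (n = 6, exact permutation p = 0.0256). DIO3, the enzyme that inactivates thyroid hormone, was not tested at E30, where only 4 TM livers had a value, with a mean of −6.71 against −4.70 in 7 control livers. The TM effect on DIO3 fell by 2.82 from E16 to E30 (standard error 0.59, adjusted p = 0.00148 from limma's interaction test), and this difference did not pass with all deposited Ct included (−2.34), with the endogenous reference genes only (−2.30) or with each liver centred on the mean of the panel (−1.89).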

Regarding the expression of genes involved in thyroid hormone synthesis, the results shown in Table 2 highlighted an overall increase, except for *DIO3* at E30, three days after the end of thermal stimulation. 

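At E16, 4 of the 8 genes of the thyroid hormone list rose in the TM group and 4 did not pass. DIO3, the deiodinase that inactivates thyroid hormone, reached 1.83 ± 0.21 (SD, n = 7) against 1.03 ± 0.50 (n = 4) in the control group (exact permutation p = 0.00909). NCOR, a corepressor of the thyroid hormone receptor, reached −0.13 ± 0.29 (n = 7) against −0.87 ± 0.44 (n = 4, exact permutation p = 0.00909). JMJD1C, a coactivator, reached 0.17 ± 0.28 (n = 7) against −0.44 ± 0.51 (n = 5, exact permutation p = 0.0215), and the difference was 0.45 (p = 0.0606) without the control liver that had only luciferase. ALB, the fourth, had control values spread over an SD of 6.01 (n = 4), with that same liver far below the others. The mean of the list per liver was 0.40 ± 0.39 (n = 8) in the TM group and −1.15 ± 2.08 (n = 5) in the control group (exact permutation p = 0.00699, adjusted p = 0.0242 over the lists). Without that liver the list was 0.59 higher (adjusted exact permutation p = 0.116). No list passed at E16 without it or with each liver centred on the mean of the panel, and in the centred data DIO3 was the only gene of this list past the exact permutation test (p = 0.0222).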

E16 is still the stage at which the highest number of genes is affected by the temperature increase, with 3 genes up-regulated out of the 4 identified targets.

**Table 2:** Relative expression of temperature-modulated genes involved in thyroid hormone synthesis

Pathway	Gene	Total number of genes measured	During thermal stimulus												After thermal stimulus		
			E13 (1 h)			E16 (3 days)			E20 (7 days)			E24 (11 days)			E30 (17 days)		
			Control	TM	Effect	Control	TM	Effect	Control	TM	Effect	Control	TM	Effect	Control	TM	Effect
Thyroid hormone synthesis	NCOR	8	1.04 ± 0.26	1.29 ± 0.55	*	0.68 ± 0.22	1.33 ± 0.22	*	ns			ns			ns		
	ALB		ns			ns			1.75 ± 0.31	1.78 ± 0.31	*	ns					
	JMJD1C		ns			0.76 ± 0.28	1.31 ± 0.22	*	ns			ns			ns		
	DIO3		ns			0.68 ± 0.25	1.29 ± 0.16	*	ns			ns			2.24 ± 2.05	0.93 ± 0.14	*

The relative expression of genes involved in thyroid hormone synthesis and significantly affected at least at one point by the temperature change is listed for the 5 sampling points (E13-1h, E16, E20, E24 and E30). The total number of genes measured for this cellular pathway is indicated

Student or Wilcoxon tests were applied, depending on the conditions to be met. Effect: statistical result of the comparison between the control group and the programmed group for the same time point; ns: non significant, *: *p* < 0.05. *n* = 6 to 8

Changes in the expression of genes involved in the heat shock response, autophagy and inflammation are presented in Table 3. Among the 10 genes significantly affected at some point, half were already affected within the first hour of temperature increase, and 4 are still affected at E30, corresponding to the hatching day.

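Of the 22 genes of cellular stress, 9 passed the exact permutation test at 1 or more of the 5 points and 13 did not. At E13-1h the heat shock genes HSPA2 and Hsp60 were lower in the TM group and HSF3 and the autophagy gene WIPI1 higher. At E16 none of the 22 passed. At E20, IL18, a pro-inflammatory cytokine, rose to 0.74 ± 1.00 (SD, n = 8) against −1.19 ± 1.45 (n = 7) in the control group (exact permutation p = 0.0117), together with HSP90AA1 and HSPA5, although with all deposited Ct included the p for IL18 was 0.123. The mean of IL18, CYP2C, TIA1 and PSMD12 per liver was 0.56 higher in the TM group at E20 (exact permutation p = 0.0101, adjusted p = 0.121 over the lists). At E24, HSPA5, a chaperone of the endoplasmic reticulum, rose to −0.65 ± 0.38 against −1.19 ± 0.49 (n = 8 each, exact permutation p = 0.025) and ATG3, which conjugates lipid to LC3 in autophagy, to −0.12 ± 0.50 (n = 8) against −0.77 ± 0.22 (n = 7, p = 0.00979), whereas the co-chaperone DNAJB12 fell to −0.70 ± 1.12 against 0.44 ± 0.84 (n = 8 each, p = 0.0385). At E30 3 genes passed: IL18 rose to 0.63 ± 1.51 (n = 8) against −0.95 ± 0.65 (n = 7, exact permutation p = 0.0247), and HSPA2 and HSP90AA1 fell. HSF1, the main heat shock transcription factor, had too few livers with a value at E24 to be tested.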

**Table 3:** Relative expression of temperature-modulated genes involved in cellular stress

Pathway	Gene	Total number of genes measured	During thermal stimulus												After thermal stimulus		
			E13 (1 h)			E16 (3 days)			E20 (7 days)			E24 (11 days)			E30 (17 days)		
			Control	TM	Effect	Control	TM	Effect	Control	TM	Effect	Control	TM	Effect	Control	TM	Effect
CELLULAR STRESS																	
Heat shock response	HSPA2- HSP70	15	2.74 ± 1.99	0.53 ± 0.18	**	ns			ns			ns			1.45 ± 0.57	0.81 ± 0.31	*
	HSP90AA1		ns			0.78 ± 0.23	1.22 ± 0.43	*	0.90 ± 0.15	1.23 ± 0.14	**	ns			1.20 ± 0.36	0.88 ± 0.20	*
	Hsp60		1.91 ± 0.69	0.71 ± 0.35	*	ns			ns			ns			ns		
	HSBP1		ns			ns			ns			ns			1.62 ± 0.73	0.87 ± 0.56	*
	HSF1		ns			ns			ns			0.92 ± 0.30	1.41 ± 0.42	*	ns		
	HSF3		1.28 ± 0.40	1.50 ± 0.63	**	ns			ns			ns			ns		
	HSPA5-HSP70		0.97 ± 0.09	1.12 ± 0.24	**	ns			0.96 ± 0.15	1.11 ± 0.23	*	0.86 ± 0.28	1.21 ± 0.33	*	ns		
Autophagy	WIPI1- ATG18	6	1.20 ± 0.26	1.28 ± 0.46	**	ns			ns			ns			ns		
	ATG3		ns			ns			Ns			0.88 ± 0.12	1.21 ± 0.41	*	ns		
Inflammation	Il18	1	ns			ns			1.84 ± 0.71	1.98 ± 1.44	*	ns			0.72 ± 0.25	2.49 ± 2.35	*

The relative expression of genes involved in cellular stress and significantly affected at least at one point by the temperature change is listed for the 5 sampling points (E13-1h, E16, E20, E24 and E30). The total number of genes measured for each cell pathway is indicated

Student or Wilcoxon tests were applied, depending on the conditions to be met. Effect: statistical result of the comparison between the control group and the programmed group for the same time point; ns: non significant, *: *p* < 0.05, **: *p* < 0.01. *n* = 6 to 8

Table 4 summarizes the results concerning the expression of genes involved in proliferation and epigenetic pathways. 

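At E20, 2 of the 6 genes of proliferation and 2 of the 9 genes of epigenetics were modulated. ELP3, a histone acetyltransferase, fell to −0.80 ± 0.72 (SD, n = 7) against 0.48 ± 0.37 (n = 8) in the control group, a log2 difference of −1.28 (standard error 0.29, adjusted p = 0.0406 from limma, exact permutation p = 0.000932), and none of the 7 TM livers was above the control median. FGFR2, a receptor of fibroblast growth factors, rose to 0.56 ± 0.59 (n = 7) against −0.62 ± 0.96 (n = 8, exact permutation p = 0.0152). HGF, a growth factor for hepatocytes, rose to 0.81 ± 0.53 (n = 7) against −0.15 ± 0.67 (n = 8, exact permutation p = 0.0109). TYMS, which makes thymidylate for DNA synthesis, rose to 0.64 ± 0.58 (n = 7) against −0.28 ± 0.72 (n = 8, exact permutation p = 0.0121), with 1 control liver far below the others. With each liver centred on the mean of the panel, ELP3 passed (−1.59, exact permutation p = 0.000311), and FGFR2 (p = 0.0741), HGF (p = 0.096) and TYMS (p = 0.138) did not, while without the TM liver that had only luciferase these p were 0.0477, 0.0392 and 0.0553. ELP3 no longer passed limma's adjusted p when the ratios were recomputed from all deposited Ct.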

The 4 genes identified as targets of thermal programming in these two pathways (out of 16 tested) had their expressions modulated seven days after the onset of temperature modification (E20). 

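ELP3, a histone acetyltransferase, was 0.11 ± 0.77 (SD, n = 8) in the TM group and −1.09 ± 0.73 (n = 7) in the control group at E24, with 1 control liver far below the others (exact permutation p = 0.00855, or 0.0816 with all deposited Ct included). At E30 its values were −0.32 ± 0.66 and 0.24 ± 1.03 (n = 8 each, exact permutation p = 0.216). FGFR2, a growth factor receptor, was 0.12 ± 0.45 against 0.05 ± 0.50 at E24 (n = 7 each, exact permutation p = 0.794) and did not pass at E30 (p = 0.226). TYMS, an enzyme of thymidylate synthesis, did not pass at E24 (exact permutation p = 0.732) or E30 (p = 0.0875), and neither did the growth factor HGF at E30 (p = 0.604), while at E24 HGF had too few livers with a value to be tested. No gene of proliferation or epigenetics passed at E16 or E30, and 1 of the 15, ELP3, passed at E24.

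**Figure D4:**
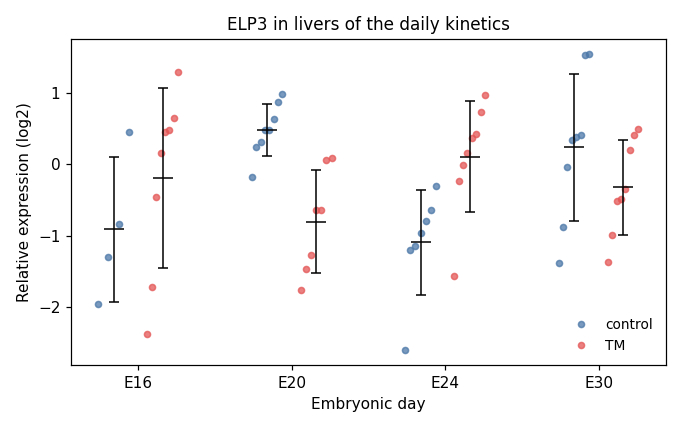
Log2 relative expression of ELP3 (vertical axis) at the 4 daily sampling points (horizontal axis), 1 point per liver, with the mean and SD of the control (blue) and TM (red) groups. The TM mean lies below the control mean at E20 and above it at E24.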

Only *ELP3*, involved in the epigenetic pathway, is still affected at E24, and none of them are affected at E30 anymore.

**Table 4:** Relative expression of temperature-modulated genes involved in proliferation and epigenetic

Pathway	Gene	Total number of genes measured	During thermal stimulus												After thermal stimulus		
			E13 (1 h)			E16 (3 days)			E20 (7 days)			E24 (11 days)			E30 (17 days)		
			Control	TM	Effect	Control	TM	Effect	Control	TM	Effect	Control	TM	Effect	Control	TM	Effect
Proliferation	FGFR2	6	ns			ns			0.81 ± 0.47	1.66 ± 0.63	**	ns			ns		
	HGF		ns			ns			0.80 ± 0.36	1.51 ± 0.53	**	ns			ns		
Epigenetic	ELP3	10	ns			ns			1.55 ± 0.38	0.69 ± 0.34	***	1.03 ± 0.27	1.40 ± 0.67	**	ns		
	TYMS		ns			ns			0.81 ± 0.33	1.51 ± 0.65	*	ns			ns		

The relative expression of genes involved in proliferation or epigenetic and significantly affected at least at one point by the temperature change is listed for the 5 sampling points (E13-1h, E16, E20, E24 and E30). The total number of genes measured for each cell pathway is indicated

Student or Wilcoxon tests were applied, depending on the conditions to be met. Effect: statistical result of the comparison between the control group and the programmed group for the same time point; ns: non significant, * < 0.05, ** < 0.01, *** < 0.001. *n* = 6 to 8

### Incubation and hatching data

During the trial 2, no significant difference was observed between the two incubation treatments for embryonic mortalities (mid and late), hatchability or male proportion with average (for both groups combined) of 9.4%, 3.1%, 81.5% and 55.2% respectively (Table 5). However, ducklings subjected to thermal programing presented significantly lower body weight (48.8 against 50.2 g) and lower internal temperature (39.9 against 40.1 °C) at hatch compared to control group.

**Table 5:** Incubation and hatch measurements

	Mid-embryonic mortality (%)	Late mortality (%)	Hatchability (%)	Male proportion (%)	Weight at hatch (g)	Internal temperature at hatch (°C)
Control	10.0	3.2	78.8	55.7	50.2^a^ ± 4.5	40.1^a^ ± 0.5
TM	8.7	3.0	84.2	54.7	48.8^b^ ± 4.1	39.9^b^ ± 0.4
Number of animals in Control and TM group	501 and 554	451 and 506	433 and 475	433 and 475	237 and 255	101 and 98

Mid-embryonic mortality (E28), late mortality (E30), hatchability and male proportion were compared for the two incubation conditions by Chi^2^ tests during the second trial. Body weight was compared by t-test and internal temperature by Wilcoxon test

## Discussion

This study aimed to investigate the impact of increased incubation temperature in mule duck eggs, to gain a better understanding of short-term transcriptional and physiological changes in order to propose new tools for thermal programming in ducks. To this end, two kinetic analyses were conducted: one on an hourly scale and the other on a daily scale following the temperature increase.

### Consolidation of knowledge on thermal manipulation effects on hatching performance

At the end of the embryonic period, we measured the impact of thermal stimulation at the biological level. The increase of 1 °C between E13 and E27 for 16 h per day did not affect mid-embryonic and late mortalities, the final hatchability rate, or the sex ratio. These results partially confirm previous data showing that a discontinuous temperature increase of 1.5 °C from the 13th day of embryogenesis had no impact on late mortality and hatchability [27]. The choice of these embryonic stimulus conditions was made primarily with the objective of maintaining hatchability or sex ratio, in order to stay aligned with the programming project. Indeed, eliminating some animals at hatch (due to a decrease in hatchability or a modification of the sex ratio) would not allow to draw conclusions about the revelation of a later "programmed" phenotype, but could instead indicate a selection of the most robust animals from hatch. Once these conditions were confirmed, we then focused on the weight of the animals and their temperature at hatch. As expected, these two post-natal parameters significantly decreased with the increase in embryonic temperature, confirming numerous previously published data [14, 15, 17, 18, 28] attesting to the effective reception of the thermal stimulus and suggesting that embryonic programming indeed occurred.

### The overall analysis indicates a moderate transcriptional response to thermal manipulation

To assess the short-term transcriptomic response to this programming in the liver of embryos, a total of 11 time points were studied throughout the period of application of the thermal stimulus and three days after the end of the stimulus, at hatching. 81 potential target genes involved in different cellular pathways and selected for their potential action in the development of hepatic steatosis were analyzed using Fluidigm technology across two trials. In the first experiment, seven time points were analyzed over an hourly time course at E13, ranging from 30 min to 7 h after the onset of the temperature increase. In contrast, the second experiment focused on four time points over a daily time course, from three days after the beginning of the temperature increase (E16) to three days after the end of the programming period, at hatching (E30).

As illustrated by the overall yellow trend on both heatmaps (Figs. 2 and 3), the expression of the 81 selected genes was only moderately affected by the temperature increase. However, compiling the two kinetic studies, 46% of the pre-selected target genes (37 genes) were affected by the temperature increase at some point over the whole period, spread across all the cellular pathways studied.

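HSP90AA1, a cytosolic chaperone, was modulated at 4 of the 11 sampling points, and no gene was modulated at more. It was already higher in the TM group at 30 min, at 0.08 ± 0.27 against −0.25 ± 0.35 in the control group (SD, n = 8 each, exact permutation p = 0.0494). Over the 11 points, 55 of the 81 genes passed the exact permutation test at least once and 26 at 2 or more points, with 50 cases higher and 40 lower in the TM group. By pathway, 22 of the 36 genes of energy metabolism passed at least once, as did 7 of the 8 of the thyroid hormone list, 18 of 22 of cellular stress, 3 of 6 of proliferation and 5 of 9 of epigenetics. The number of cases was 90 with the deposited ratios and 72 when the values that the authors left blank were computed from their Ct.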

The detailed analysis of five time points—1 h after the onset of the daily temperature increase during the programming period at E13, E16, E20, and E24), and three days after the end of this period (E30)—revealed different response kinetics depending on the cellular pathway studied.

### Cellular stress pathways are quickly impacted by the temperature increase

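HSPA2, an HSP70 chaperone, fell at E13-1h to −1.21 ± 0.56 against 0.79 ± 1.40 in the control group (SD, n = 8 each, exact permutation p = 0.00342), the smallest p of that point. Hsp60, a chaperonin of mitochondria, fell to 1.16 ± 1.17 against 2.41 ± 0.72 (n = 7 each, exact permutation p = 0.0175), with 1 TM liver far below the others. HSF3, an avian heat shock transcription factor, rose to 0.87 ± 0.79 (n = 8) against −0.39 ± 1.10 (n = 7, exact permutation p = 0.0165), although p was 0.193 with all deposited Ct included. HSPA5, the HSP70 of the endoplasmic reticulum, was 0.39 ± 0.36 against 0.15 ± 0.47 (n = 8 each, exact permutation p = 0.266), with 1 control liver far above the others, and passed when each liver was centred on the mean of the panel (p = 0.0131). Of the 12 genes of the heat shock response, 1 rose, 2 fell and 9 did not pass at E13-1h, and the mean of the 12 per liver did not differ between the groups beyond its spread (−0.04, exact permutation p = 0.878).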

The first major group of genes to respond to the increase in temperature, within the first hour, belongs to the cellular stress pathway and primarily involves genes related to the heat stress response such as *HSPA2*-*HSP70*, *HSP60*, *HSF3* and *HSPA5*-*HSP70*. These results confirm the rapid sensitivity of this cellular pathway to different types of stress, as already shown in poultry exposed to heat shock [7, 29] or embryonic thermal conditioning [19, 23]. 

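At E30, 2 of the 12 genes of the heat shock response fell in the TM group and 10 did not pass. HSPA2, an HSP70 chaperone, fell to −1.01 ± 0.55 against −0.22 ± 0.76 in the control group, with 1 control liver far below the others (SD, n = 8 each, exact permutation p = 0.0356). The other was the cytosolic chaperone HSP90AA1. HSBP1, which binds heat shock factor, was −1.02 ± 1.02 against −0.04 ± 0.92 (n = 8 each, exact permutation p = 0.0642), and none of the 8 TM livers was above the control median. The mean of the 12 genes per liver fell by 0.45 (exact permutation p = 0.0497), which did not pass the correction over the lists (adjusted p = 0.298).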

Given that transcriptomic changes in HSP expression can be recovered within 48 h [30, 31], it is interesting to note that the expression of several genes in this group (*HSPA2*-*HASP70*, *HSP90AA1*, *HSBP1*) was still affected by thermal programming three days after the end of the application of the thermal stimulus. This observation may reveal a different temporal response to this precise type of thermal stimulus in mule ducks, with a longer transcriptomic mark, or it may also highlight other well-described types of hatching-induced stress in birds [32–34]. However, the expression of the three genes involved in the heat shock response pathway, still significantly altered at E30, is decreased compared to the control group. This could mean that thermal programming has already increased the ducklings' ability to cope with hatching stress (particularly in terms of thermal regulation), reducing the need for cellular protection normally provided by HSPs [35, 36]. This could be reflected particularly by the expression of the *HSP90AA1* gene, a major player in the stress response system [37, 38], which is increased at E16 and E20, and decreased at E30.

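HSP90AA1, a cytosolic chaperone that holds heat shock factors inactive, was 0.32 ± 0.55 (SD, n = 8) in the TM group and −0.30 ± 0.42 (n = 4) in the control group at E16 (exact permutation p = 0.0808). It rose at E20, to −0.66 ± 0.18 (n = 6) against −1.09 ± 0.28 (n = 7, exact permutation p = 0.00699), and at E24, to −0.55 ± 0.41 (n = 8) against −0.99 ± 0.37 (n = 7, p = 0.0468). It fell at E30, to 0.62 ± 0.32 against 1.03 ± 0.44 (n = 8 each, exact permutation p = 0.049). The TM effect fell by 1.04 from E16 to E30 (standard error 0.33, adjusted p = 0.0678) and by 0.85 from E20 to E30 (standard error 0.31, adjusted p = 0.259) in limma's interaction test, neither past 0.05. With all deposited Ct included the p at E20 was 0.0573.

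**Figure D5:**
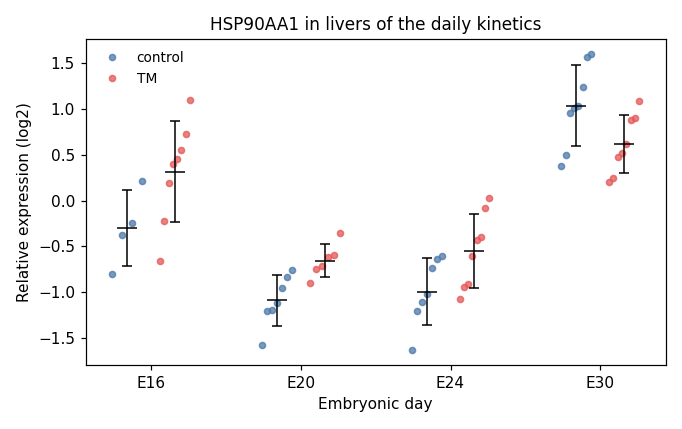
Log2 relative expression of HSP90AA1 (vertical axis) at the 4 daily sampling points (horizontal axis), 1 point per liver, with the mean and SD of the control (blue) and TM (red) groups. The TM mean is above the control mean at E16, E20 and E24 and below it at E30.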

Moreover, the autophagy pathway, involved in intracellular degradation under normal or stressed conditions [39, 40], also responded quickly after the increase in temperature, with an increase in *WIPI1* expression at E13 but was completely shut down at E30. 

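WIPI1, which recruits the lipidation machinery to growing autophagosomes, rose at E13-1h to 0.20 ± 0.54 (SD, n = 8) against −0.70 ± 0.64 (n = 7) in the control group (exact permutation p = 0.0113), and the p was 0.264 with all deposited Ct included. At E30 WIPI1 was −0.92 ± 0.72 against −0.52 ± 0.56 (n = 8 each, exact permutation p = 0.23). ATG3, the lipid-conjugating enzyme, was −0.09 ± 0.42 (n = 8) against −0.43 ± 0.58 (n = 7) at E30 (exact permutation p = 0.22). None of the 6 autophagy genes passed at E30, and their mean per liver differed by −0.13 (exact permutation p = 0.397).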

Only the expression of *IL18*, a pro-inflammatory cytokine involved in the acute stress response [41], was still increased at hatching. It has been previously demonstrated that chickens subjected to embryonic thermal manipulation exhibited an early increase in *IL18* expression in the spleen during a subsequent heat shock compared to control animals [20]. This early response has been interpreted as possibly contributing to improved heat tolerance by increasing the expression of genes involved in the cell repair mechanism, and could similarly in this study, indicate an enhanced stress response during hatching. Nevertheless, the impact of embryonic thermal manipulation on the inflammatory response to hatching stress needs to be further investigated (only the expression of one gene was retained here).

### Energy metabolism is the most affected by the temperature increase

The second measurement point (E16), three days after the start of the temperature increase, revealed a marked increase in the expression of most genes involved in carbohydrate (*CREB2 ATF4*) and lipid (*DGAT2*, *ACC*, *CEPT1*, *GPAT1*, *ACOX1*) metabolisms or their regulations (*LXRA*). This overall activation of the energy pathway in the liver was accompanied by increased expression of three genes involved in thyroid hormone pathway (*NCOR*, *JMJD1C* and *DIO3*). 

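Averaged per liver, the 9 genes of lipid synthesis tested at E16 were 1.02 higher in the TM group, at 0.32 ± 0.42 (SD, n = 8) against −0.70 ± 0.62 (n = 5) in the control group (exact permutation p = 0.00155, adjusted p = 0.0186 over the lists). The 8 genes of lipid oxidation were 1.52 higher (adjusted p = 0.0242), the 5 of lipid transport and storage 0.91 higher and the regulators LXRA and PPARA 0.66 higher, with the same adjusted exact permutation p. The 7 genes of carbohydrate oxidation differed by 0.15 (exact permutation p = 0.794), the 12 of the heat shock response by 0.30 (p = 0.127) and the 9 of epigenetics by 0.08 (p = 0.68), while the 6 of autophagy (0.46, adjusted p = 0.0637) and the 3 of carbohydrate transport (0.78, adjusted p = 0.166) did not pass the correction. The mean of all 79 genes tested was 0.73 higher in the TM group (exact permutation p = 0.0124), and that of 5 hepatocyte markers (ALB, APOB, HNF4, CYP2C and LIPC) 2.88 higher (p = 0.0171). Without the control liver that had only luciferase, the mean of all genes was 0.44 higher (exact permutation p = 0.0525), lipid synthesis 0.79 (adjusted p = 0.0606), lipid oxidation 0.77 (adjusted p = 0.116), lipid transport and storage 0.72 (adjusted p = 0.097) and the same 5 hepatocyte markers 0.50 (p = 0.139). Of these markers that liver had a value only for ALB (−12.56), and the other 4 were 0.43 higher (exact permutation p = 0.16). In that case, and also when each liver was centred on the mean of the panel, 0 of the 12 lists passed the adjusted exact permutation p, while 14 and 6 single genes passed the unadjusted one.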

*NCOR* (corepressor) and *DIO3* (deiodinase) are known to promote the inactive form of thyroid hormone [42–44] while *JMJD1C* is a coactivator of the thyroid hormone receptor [45, 46] and is involved in energy metabolism, in particular glycolysis and the oxidative process [47]. The concomitant increase in thyroid pathway activators and inhibitors could highlight a compensatory regulatory mechanism, but more importantly indicates that the thyroid pathway is a key target for embryonic thermal programming in mule duck. In particular, *DIO3* has already been identified as a recurrent target of embryonic thermal programming in mule ducks, both at the end of the thermal stimulus or at the end of the overfeeding period [22]. *SCD1, CEPT1* and *GPAT1* involved in lipid synthesis, or *LXRA* involved in transcriptional regulation of lipid metabolism [48] have also previously been highlighted as programming targets in the liver of thermally programmed mule ducks [16, 22, 49]. This transcriptional response, induced by the temperature change specifically during the embryonic period corresponding to the peak maturation of liver functions [33], may reflect an adaptation to the metabolic demands observed at this stage and represent an initial mechanism of programming. 

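Genes of energy metabolism passed the exact permutation test in 2 cases at E13-1h, 10 at E16, 1 at E20, 1 at E24 (LXRA) and 4 at E30, out of 36. The mean of the lipid synthesis genes per liver, higher in the TM group at E16, differed by −0.12 at E20 (exact permutation p = 0.594, or 0.01 and p = 0.974 without the TM liver that had only luciferase) and by 0.01 at E24 (p = 0.93). CPT1, which carries fatty acids into mitochondria, had a TM effect that fell by 2.64 from E16 to E20 (standard error 0.73, adjusted p = 0.0455), by 2.69 from E16 to E24 (standard error 0.73, adjusted p = 0.0415) and by 3.12 from E16 to E30 (standard error 0.74, adjusted p = 0.00379) in limma's interaction test. These contrasts rest on 1 control liver at E16: without the livers that had only luciferase they were −1.27, −1.32 and −1.75, and CPT1 passed none of them (adjusted p = 0.431, 0.35 and 0.0601). No gene passed any of the 3 with all deposited Ct included, with the endogenous reference genes only or with each liver centred on the mean of the panel.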

Besides, although the peak of the transcriptional response to the thermal stimulus is clearly visible three days after the onset of the temperature increase (E16), the expression of several genes is affected throughout embryogenesis and even after hatching (E30). This sustained transcriptional response demonstrates that hepatic metabolism is directly affected by thermal stimulus during embryogenesis, and confirms that metabolic programming is measurable.

### Cell proliferation and epigenetic marks pathways are moderately and transiently activated by thermal manipulation

Finally, the last two groups of genes to be affected by the rise in incubation temperature, predominantly at E20, are those involved in cell proliferation and epigenetics. 

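ELP3, HGF, FGFR2 and TYMS apart, no gene of proliferation or epigenetics passed the exact permutation test at E20. The mean of the 6 proliferation genes per liver differed between the groups by −0.43 at E20 (exact permutation p = 0.79), or by 0.16 (p = 0.423) without the TM liver that had only luciferase, 0.38 at E16 (p = 0.325) and 0.21 at E30 (p = 0.239). That of the 9 epigenetics genes, which include the DNA demethylases TET1 and TET2 and the methyltransferase DNMT3A, differed by −0.29 at E20 (exact permutation p = 0.833), or by 0.11 (p = 0.363) without that liver, 0.14 at E24 (p = 0.287) and −0.25 at E30 (p = 0.307).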

*FGF* and *HGF* are two growth factors that play fundamental role in liver development [50, 51] or liver regeneration [52–55]. Previously, high expression of *HGF* and *FGF* receptor 2 (*FGFR2*) was measured between days 12 and 20 of embryogenesis in mule ducks [33], highlighting their possible activity in the development and growth of liver tissue at this stage. It was suggested that a change in temperature during this period might influence the final number of liver cells in the mature organ, as previously shown in chicken muscle cells [11, 18]. This hypothesis, supported here by a temperature-induced increase in *FGFR2* and *HGF* gene expression, should now be verified by measurements of liver size or cell number. Indeed, although hyperplasia does not appear to contribute to fatty liver enlargement during overfeeding [56], it is conceivable that an increased number of hepatocytes at hatch may promote liver fattening, and then participate to the programming phenotype observed in overfed mule ducks [16, 17].

Then, only 2 out of the 9 tested genes involved in epigenetics mechanisms are affected by the thermal manipulation at E20 and E24. First, *TYMS* is an actor in one-carbon metabolism that provides methyl groups known to be linked to epigenetic mechanisms [57, 58]. The increase in its expression several days after the start of the incubation temperature change could reflect a transient activation of the DNA methylation process that could be involved in the programmed phenotype measured at hatching, but also when ducks are overfed. Secondly, elongator protein 3 (*ELP3*) is a histone acetyltransferase which facilitates transcript elongation by opening access for the RNA polymerase II to numerous genes [59, 60]. In humans, *ELP3* has been shown to regulate *HSP70* gene expression, involved in heat stress response [61], notably through modulation of histone H3 acetylation [62]. Here in duck embryos, we first measured a decrease in *ELP3* mRNA expression 7 days after the onset of temperature increase, followed by an increase after 11 days, confirming the sensitivity of this histone acetyltransferase to temperature change. However, these changes in *ELP3* gene expression were not accompanied by a similar modulation of *HSP70s* mRNA, suggesting that in ducks, *ELP3* and *HSP70* are not directly linked. 

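The TM effect on ELP3 changed sign between E20 and E24, a difference of 2.47 on the log2 scale (standard error 0.61, adjusted p = 0.0142 from limma's interaction test over the 4 daily points). With all deposited Ct included this difference was 2.17 and with the endogenous reference genes only 2.16, neither past the adjusted p. At E16, ELP3 was −0.19 ± 1.26 (SD, n = 8) in the TM group and −0.91 ± 1.02 (n = 4) in the control group (exact permutation p = 0.343).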

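HSPA2, an HSP70 chaperone, was 0.05 ± 1.12 (SD, n = 8) in the TM group and −0.18 ± 0.84 (n = 7) in the control group at E20 (exact permutation p = 0.664), and −0.32 ± 0.47 (n = 7) against −0.86 ± 0.58 (n = 8) at E24 (p = 0.0699). HSPA5, the HSP70 of the endoplasmic reticulum, rose at E20 to −0.64 ± 0.29 against −1.01 ± 0.28 (n = 7 each, exact permutation p = 0.0303), with a p of 0.225 with all deposited Ct included and a difference of −0.07 (p = 0.732) when each liver was centred on the mean of the panel. At E20 this mean rests on 26 genes because of the TM liver that had only luciferase, against 67 genes without that liver. At E24, where ELP3 was also higher in the TM group, HSPA5 was 0.54 higher (n = 8 each, exact permutation p = 0.025), or 0.45 higher with the centring (p = 0.0162). The relation between ELP3 and these genes across livers was not tested.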

To better understand the role of *ELP3* during temperature increases in ducks, it would now be interesting to measure histone acetylation activity under these conditions, as well as later in the animal's life to assess the persistence of these potential epigenetic marks and their actual role in the programmed phenotype observed.

## Conclusion

Although sporadically, all the metabolic pathways suspected of being targets of embryonic thermal programming were affected by the thermal stimulus at different time points during the temperature increase and even up to 3 days afterwards. This study represents only one aspect of the mechanisms involved in metabolic programming induced by an increase in incubation temperature in ducks. Further studies will be required to determine the modulations of protein expression corresponding to the identified mRNAs, enzyme activities, or epigenetic marks. Moreover, the targeted analysis of 'candidate' genes using the Fluidigm technique provides only a partial answer to the question of which metabolic pathways are directly affected by temperature. A more comprehensive approach, such as RNA sequencing, should therefore be considered for future investigations.

However, this study has highlighted for the first time a short-term transcriptional response kinetics of hepatic cells to embryonic thermal stimulus. In particular, it revealed the rapid and sustained induction of heat shock proteins, the activation of a large number of genes involved in metabolism, and the low proportion of genes involved in epigenetic processes affected by temperature. These results could serve as new tools to better understand the mechanisms of embryonic thermal programming.

## Supplementary Information

Supplementary Material 1

Supplementary Material 2

## Data Availability

The datasets used and/or analysed during the current study are available in the GEO database under the reference GSE303902 (publicly accessible from August 3, 2025) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE303902](https:/www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE303902).

# Supplementary material for: Short-term impacts of embryonic thermal manipulation in mule duck, a kinetic study: new tools for metabolic programming
**Source:** BMC Genomics. 2025 Nov 7;26:1010. doi: 10.1186/s12864-025-12192-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplement table 1. Primers used in the Fluidigm described in the previous results**

The primers that revealed an impact of the temperature change on the expression of the corresponding gene are listed here (31 primers).

How the deposited data were processed for this re-analysis (not part of the article)

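Liver samples of mule duck embryos and hatchlings from 2 trials were used: 8 control and 8 TM livers at each of 7 hourly points of E13 in the first, and at E12, E20, E24, E28 and E30 in the second, with 5 control and 8 TM livers at E16. In the paper's timeline E12 precedes and E28 follows the temperature increase, and these points are reported only in the closing section.

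Expression had been measured by the authors by high-throughput quantitative PCR. The first kind of file holds relative expression ratios as deposited by the authors, who computed 2^−∆∆Ct against the geometric mean Ct of the reference genes of the trial and the average ∆Ct of the gene over the livers of the trial. The second kind holds the Ct that the authors exported from the instrument. Ratios were used for 205 livers and Ct for 204. In some livers fewer than 4 reference genes had a Ct. Each liver had a ratio for 18 to 81 of the 81 genes (median 77.5), and its median Ct lay between 16.8 and 23.6 cycles. Over all 92 assays, 638 values with a Ct had no ratio, of which 574 were in the 81 genes, and they were left out as in the authors' ratios. A difference of 1 in log2 ratio corresponds to 1 cycle. No reference genome was used.

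Ratios were put on the log2 scale without a pseudocount. At each sampling point a gene was tested if at least 6 livers of each group had a value, or at least 4 where a group holds 5 livers. TM was compared with control by an exact two-sided permutation test of the difference between the means over every split of the livers, with an unadjusted p under 0.05 as in the paper, and by limma (one fit per sampling point, empirical Bayes) with the Benjamini-Hochberg correction. The genes of the paper's Table 1 and Figs. 2 and 3 were grouped into 12 lists (carbohydrate transport and oxidation, lipid synthesis, oxidation, and transport and storage, regulators, thyroid hormone, heat shock response, autophagy, other cellular stress, proliferation and epigenetics), and 2 lists of hepatocyte and non-parenchymal markers were added. The mean of a list per liver, each gene centred on its mean over both groups, was tested by the same exact permutation test, with the Benjamini-Hochberg correction over the 12 lists. The energy lists hold 36 genes and that of epigenetics 9. The mean of the whole panel and the Ct of the reference genes were tested in the same way. The change of the TM effect between sampling points was tested by interaction contrasts in one limma fit of E16, E20, E24 and E30, for genes with at least 3 livers per group and point, and control livers of E30 were compared with those of E16 by limma for genes with at least 3 and 6 livers.

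The genes named are those of Tables 1 to 4 or of the results text at the point the paper names, the genes past the adjusted p at each point and, where none passes, the 5 with the smallest exact permutation p. The values in the paper's tables had been seen when this rule was written. Other genes are named where they make up a count or illustrate a list, chosen after their values were seen.

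The alternatives were the ratios recomputed from all deposited Ct with the same reference genes, the endogenous reference genes without luciferase, each liver centred on the mean of the panel genes detected in every liver of the point, detection in at least 3 livers per group, genes with a mean Ct above 24 left out, the replicate number as a block (replicate block), one limma fit per trial, the permutation test with the Benjamini-Hochberg correction, limma's unadjusted p, the methods' Student or Wilcoxon test, and, at E16, each liver left out in turn. These choices were made before the data were examined. Added after seeing the data were the same tests without the 2 livers in which only luciferase of the 4 reference genes had a Ct, alone and together with the centring on the panel, and the methods' test for the counts over several points. The minimum of 3 livers for interactions and the 3 and 6 for control livers were also set after the data were seen. Without luciferase as reference, these 2 livers have no value. Groups at a sampling point come from separate incubators, 1 per group.

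The counts of genes were compared with 100 splits of the same livers into groups of the same sizes, the real one included, and with 100 draws in which the livers were permuted between the groups, with all deposited Ct and with as many of the farthest values removed. limma was tested on simulated data with the group sizes of E16 and E20. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. Correlations of expression with the phenotypes of the paper were not analysed here.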

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

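The tests of the left-out values, of the splits of the livers and of the livers with all 4 reference genes, and the contrasts for CPT1, for IL18 and for DIO3 between E20 and E30, were chosen only after the results were seen, and the conditions on the spread in the tests of E16 and E12 were written after their values were known.

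A single liver lay far from the others in 17 of the 116 groups examined, by the ratio of its gap to the nearest liver over the whole range, where chance gives about 1 in 20 groups. For the mean of the panel these were TM replicate 3 at 2 h (0.545, log2 −1.05 against 0.07 in the others), control replicate 1 (0.591) and TM replicate 1 (0.634) at 4 h, and TM replicate 1 at E20 (0.719, −1.95 against 0.16). For single genes at E13-1h they were GLUT1 in control replicate 4 (0.573), NCOR in TM replicate 5 (0.572), Hsp60 in TM replicate 2 (0.655), HSF3 in control replicate 7 (0.583) and in TM replicate 6 (0.545), all lowest, and HSPA5 in control replicate 8 (0.693), which was highest. At E20 they were ME (0.8294) and ALB (0.955) in TM replicate 1, which had only luciferase, and TYMS in control replicate 8 (0.563). At E24 they were ALDH3A2 in control replicate 8 (0.612) and ELP3 in control replicate 5 (0.612). At E30 they were SCD1 in control replicate 1 (0.805) and HSPA2 in control replicate 7 (0.560). Of these livers, TM replicate 3 at 2 h and TM replicate 1 at 4 h had a Ct for 3 reference genes and none for luciferase. Luciferase came later than the mean of the endogenous reference genes, so a liver without it has a lower reference Ct and lower ratios. In the TM group at 7 h, for example, the reference mean was 18.2 cycles with luciferase and 17.1 without it. How far this sets the distance of these livers in the mean of the panel was not tested, and no test was run without them.

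The TM effect differed between sampling points by limma's interaction test for CPT1 (E30 minus E16 −3.12, E24 minus E16 −2.69, E20 minus E16 −2.64), for DIO3 (E30 minus E16 −2.82, E30 minus E20 −2.34), for ELP3 (E24 minus E20 2.47) and for IL18 (E20 minus E16 3.05, standard error 0.88, adjusted p = 0.0455). Without the livers that had only luciferase, CPT1 passed none of its contrasts (−1.75, −1.32 and −1.27) and IL18 did not pass (2.82), and no gene passed E30 minus E16 with all Ct included, without luciferase or with the panel mean. Of 100 splits of the livers, 4 gave as many genes for E30 minus E16 (real 2, highest other 18), but these splits use values already left out by the real groups, so chance is not excluded for that contrast. Nor is it excluded for E30 minus E20 (7 splits, real 1, highest other 2), E24 minus E20 (10, real 1, highest other 3), E24 minus E16 (6, real 1, highest other 9) or E20 minus E16 (5, real 2, highest other 9).

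At E16 the mean of the panel was 0.73 higher in the TM group, and the tables leave open how much of this rests on the reference genes. The mean Ct of the 4 reference genes differed by −0.11 (standard error 0.71, exact permutation p = 0.887), a spread set by control replicate 7, which had only luciferase. In the livers with all 4 reference genes it differed by 0.54 (standard error 0.34, exact permutation p = 0.143) while the Ct of the panel genes differed by 0.03, so a rise of the reference Ct could account for the 0.44 that remained in the panel. A difference in the input of RNA cannot be told apart either, as the endogenous references relative to luciferase differed by −0.16 (standard error 0.62, exact permutation p = 0.770). A response to temperature and the incubator stay open as well.

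The values left out of the ratios were not left out without regard to their size. Recomputed from their Ct, 403 of the 486 at the 11 sampling points (82.9%) were the farthest from their group's median. Chance gives 15.0%. The recomputed log2 ratio lay above that median for 90.3% of the left-out values. Of the 574 values left out over all points, 220 (38.3%) were in 8 livers. Among these 8, luciferase came late in control replicate 6 at 7 h (31.4 cycles), TM replicate 6 at 5 h (30.2) and TM replicates 8 (28.9) and 2 (27.8) at E12. In the rest of them it had 20.5 to 24.0 cycles. A late luciferase raises all ratios of a liver. The rule by which values were left out is not known. With the left-out values the number of gene by point calls was 72, and without them 90. Removing as many values at random gave a median of 74 and at most 81 calls in 100 draws. Removing the farthest values after permuting the livers gave at most 78 calls in 100 draws, below 90. These draws removed values gene by gene and on either side of the median, unlike the left-out values, which lay mostly above it and in part clustered by liver. They therefore do not settle whether the removal accounts for the number of calls. With the values as they stand, 1 of 100 splits (the real one) reached 90 calls, the highest other being 80, although these splits use values already left out by the real groups.

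At E12, before the temperature increase of the paper's timeline, 6 genes passed the exact permutation test, against 7 to 14 at the later daily points (median 8). Whether such a level of calls stems from incubators or clutches cannot be told apart, as 22 of 100 splits gave as many and the highest other gave 37. The labels place these livers 1 h after the increase, so that they precede it rests on the paper's dates.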

How the results depend on the processing

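The settings without the 2 livers that had only luciferase, and the Ct of the reference genes at 7 h without control replicate 6, were chosen only after the results were seen.

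Of 101 results for named genes, 74 kept direction and side of the threshold with the ratios recomputed from all Ct and 27 no longer passed; without luciferase 63 did, 35 no longer passed, 2 newly passed and 1 reversed; with the panel mean 54 did, 42 no longer passed, 4 newly passed and 1 reversed. With the methods' Student or Wilcoxon test 78 of 92 did. The cause was not tested, except that the panel mean at E16 and E20 rests on few genes because of the 2 livers with only luciferase, and that without luciferase these have no value. A liver with 18 to 26 values limits what can be said of it.

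Genes past the unadjusted p: with Ct recomputed 4 at 1 h, 1 at 2 h, 4 at 3 h, 2 at 4 h, 1 at E12, 4 at E20 and 3 at E28; without luciferase 4 at 1 h, 3 at 2 h, 1 at 3 h, 5 at 5 h, 6 at 7 h, 3 at E12, 3 at E28 and 5 at E30; with the panel mean 13 at 1 h, 4 at 3 h, 6 at 5 h, 6 at E16 (also without the livers that had only luciferase), 5 at E20 and 11 at E28; with the methods' test 5 at 3 h and 3 at E12. The share of these calls that was higher in the TM group moved from 37.5% to 76.9% at 1 h, 20% to 71.4% at 2 h, 0% to 75% at 3 h, 66.7% to 0% at E12 (also 0% without luciferase), 100% to 66.7% at E16, 87.5% to 20% at E20 and 85.7% to 37.5% at E24 with the panel mean, as the median of all genes moved from −0.31 to −0.02 at 3 h, 0.53 to 0.06 at E16 and 0.08 to −0.19 at E20. At E20 this rests on 1 TM liver that had only luciferase: without it the panel mean gave 50% higher and a median of −0.08, and the deposited ratios gave 12 genes, 91.7% higher.

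The replicate number as a block (replicate block) gave 4 genes at 3 h, 6 at 5 h, 6 at 7 h, 6 at E16 and 4 at E28, and 1 past the adjusted p at E12, 0 at E20 and 0 lists at E16. Livers with the same number were not more alike (mean correlation −0.001 over 99 pairs), so the numbers do not pair them.

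Genes past the adjusted p: 1 at 1 h with the panel mean, 1 at 4 h with detection in 3 livers, 3 at E16 with one fit per trial, and 0 at E20 with Ct recomputed, one fit per trial and the permutation test with Benjamini-Hochberg, where limma's unadjusted p called 9. Leaving out 1 liver at E16 gave 0 to 19 genes past the adjusted p (19 without control replicate 3, 2 without TM replicate 2), 11 to 24 past the unadjusted p (24 without control replicate 3), 0 to 6 lists (0 without control replicate 7, 1 without control replicate 1 or 2) and a panel mean of 0.44 to 0.94 (0.44 without control replicate 7). Lists past the adjusted p: 1 at 30 min with the panel mean; at E16 3 without luciferase, 0 with the panel mean and 0 without the livers that had only luciferase, with or without centring.

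The mean of the panel, past no threshold at these points, changed sign with Ct recomputed at 30 min (−0.015) and E30 (−0.0073), without luciferase at 30 min (−0.18), 2 h (0.033), E12 (−0.069), E20 (0.21) and E30 (−0.066), and at E20 without the liver that had only luciferase (0.21). ALB at E20 changed sign without luciferase (0.29) and without that liver (0.38, or 0.069 with the panel mean), and HSPA5 at E20 with the panel mean (−0.068).

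Genes at 1 or more hourly points were 25 without luciferase. At 2 or more points they were, with Ct recomputed, 9 (hourly), 5 (daily) and 6 (5 points); without luciferase 4, 4 and 5; with the panel mean 4 (daily); and with the panel mean without the livers that had only luciferase 3 (daily) and 6 (5 points).

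ELP3 E24 minus E20 was 2.17 with Ct recomputed and 2.16 without luciferase, and DIO3 E30 minus E16 −2.34, −2.30 and, with the panel mean, −1.89, none past the adjusted p. The number of genes whose TM effect differed was, with Ct recomputed, without luciferase and with the panel mean, 0, 0 and 0 for E30 minus E16, E30 minus E20, E24 minus E16 and E20 minus E16, and 0, 0 and 2 for E24 minus E20; without the livers that had only luciferase it was 1 for E30 minus E16, 0 for E24 minus E16 and 0 for E20 minus E16.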

Differences from the paper's values

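The tolerances used to match the paper's tables, and the tests without the livers that had only luciferase, were chosen only after the results were seen.

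On the paper's scale, relative expression centred on the livers of the sampling point, 4 group means differ by more than 1.5 times and by more than the SD. The paper gives 0.93 (SD 0.14) for DIO3 in the TM group at E30, where 0.432 was computed here; 1.28 (SD 0.40) for HSF3 in the control group at E13-1h, against 0.759; 1.20 (SD 0.26) for WIPI1 in the control group at E13-1h, against 0.774; and 1.84 (SD 0.71) for IL18 in the control group at E20, against 0.768. Of the alternatives set before the data were examined, the ratios recomputed from all Ct, the endogenous references without luciferase and the panel mean bring each of the 4 within these limits, with larger SDs, for example 1.28 (SD 1.75) for HSF3 and 1.84 (SD 3.42) for IL18 with the ratios recomputed.

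In the paper's tables, 24 entries have values left out of the ratios. The ratio of their group means matches that of all values, left-out ones included, in 20 of the 24 (within 5%) and that of the kept values in 2, while the ratio of the SDs matches that of the kept values in 19 (within 10%) and that of all values in 2. Of the 21 entries without left-out values, 20 means and 18 SDs match.

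Of the 45 changes in the paper's tables at an unadjusted p under 0.05, 32 passed the exact permutation test, 11 did not and 2 (DIO3 at E30, HSF1 at E24) had too few livers with a value. Those that did not include GLUT1, NCOR and HSPA5 at E13-1h, HSP90AA1 and LXRA at E16, ME and ALB at E20, CEPT1 and ALDH3A2 at E24, and HSBP1 at E30. With the methods' Student or Wilcoxon test 36 passed and 7 did not, and GLUT1, NCOR, ME and HSBP1 were among those that passed. The panel mean called HSPA5 at E13-1h, CEPT1 at E24 and ME, and the endogenous references without luciferase called ME. Without the liver that had only luciferase, a setting chosen after seeing the values, ALB and ME at E20 passed. Without control replicate 1, LXRA at E16 passed (0.68, exact permutation p = 0.0485). limma's unadjusted p called GLUT1 and HSBP1.

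At 2 or more hourly points 14 genes passed the exact permutation test, more than the paper names, and the paper's number equals the 10 found with the methods' test, a setting chosen after seeing the values. The paper also describes only a few genes at 30 min, 2 h, 3 h and 4 h, where 6, 5, 9 and 4 passed here. It gives the same number of genes affected at least once for the daily points and for both kinetics together. That number lies above the 27 found here at the daily points. It lies below the 55 found over the 11 points, or 47 with the methods' test.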

Other observations

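The comparisons over splits and permutations of the livers were chosen only after the results were seen, while the tests of control livers, of E12 and of E28 were planned.

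Between E16 and E30, of 9 lipid synthesis genes tested in the control livers, 7 were higher at E30, 1 lower (ACSS, −1.73, adjusted p from limma 0.0253) and 1 not past the adjusted p. FASN rose by 7.16 on the log2 scale (from −1.90 to 5.26), ELOVL6 by 5.84 and ACC by 5.19, while DIO3, which inactivates thyroid hormone, changed by −5.73, TYMS, an enzyme of DNA synthesis, by −2.88 and the growth factor HGF by −2.51. HSP90AA1 rose by 1.34. In all, 23 of 80 genes passed limma's adjusted p, 15 higher and 8 lower at E30, and 1 of 100 splits, the real one, gave as many (highest other 17), although these splits use values already left out by the real groups. With all deposited Ct included 20 genes passed, and again 1 of 100 splits, the real one, gave as many (highest other 15), so chance is excluded for these values.

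At E12 the genes past the exact permutation test were USP16 (0.83), DNAJB12 (1.24), CYP2C (0.92) and Hsp60 (0.92), higher in the TM group, and ACAA2 (−1.45) and ALDH3A2 (−1.35), lower. With the panel mean 0 of 4 calls were higher and without luciferase 0 of 3, so the direction depends on the scaling. The mean Ct of the 3 endogenous reference genes was lower in the TM group (−0.75, exact permutation p = 0.0131), as was that of the panel (−0.68, p = 0.0127). At E28, ATG4B (0.72), PSMD12 (0.75) and LXRA (0.64) were higher and VLDR (−1.17), ACAD11 (−0.73), TET2 (−0.83) and APOB (−0.31) lower. With Ct recomputed and without luciferase only the 3 higher ones passed and none of the lower, and with the panel mean 5 of 11 calls were higher. limma's adjusted p called 0 genes at both points, its unadjusted p 8 and 9.

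For the genes past the unadjusted exact permutation p, the number of 100 splits that gave as many, with the real count and the highest other, was 24 at 30 min (6, 16), 18 at 1 h (8, 16), 36 at 2 h (5, 29), 7 at 3 h (9, 21), 44 at 4 h (4, 17), 8 at 5 h (11, 21), 5 at 7 h (10, 15), 22 at E12 (6, 37), 7 at E16 (14, 31), 8 at E20 (8, 11), 19 at E24 (7, 12), 18 at E28 (7, 19) and 10 at E30 (8, 17), so chance is not excluded at any single point. At 2 h, 4 h and E12 the highest split called several times the real count, and what sets these splits apart was not tested. For 1 or more points it is not excluded either, with 6 splits for the hourly points (38, 45), 6 for the daily points (27, 36) and 5 for the 5 points (33, 40). For 2 or more points only the real split gave as many, 1 of 100 for the hourly points (14, 12), the daily points (9, 5) and the 5 points (11, 8). These splits use values already left out by the real groups, so they do not exclude chance. When the livers were permuted before as many of the farthest values were removed, the highest of 100 draws was 14 for the hourly points (1 draw), 6 for the daily points and 9 for the 5 points, below or, in 1 draw, at the real counts. With no value left out, 4 of 100 draws reached the 9 genes of the hourly points (highest 14). The 5 genes of the daily points were reached by 1 draw (highest 5) and the 6 of the 5 points by 2 (highest 6). Each is below 1 in 20 draws, with the hourly points nearest that limit. The 5 points include the 4 daily points, and the choice among several counts was not allowed for, so chance is not excluded.

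For limma's adjusted p, 3 of 100 splits gave as many genes as the 1 at E20 (highest other 2). As the splits use values already left out by the real groups, and as the count was 0 with all Ct included, with one fit per trial, with the replicate block and with the permutation test, this does not exclude chance at 1 of 13 points examined. At the other 12 points the count was 0, which all 100 splits reach, with highest others of 4, 4, 6, 4, 2, 1 and 1 in the order of the hourly points, 13 at E12, 18 at E16, 3 at E24, 1 at E28 and 1 at E30. On simulated data limma recovered 79.4% and 83.8% of genes shifted by 2 on the log2 scale with the group sizes of E16 and E20. Of those shifted by 1 it recovered 31.2% and 46.9%. The simulated genes were drawn independently from normal distributions, without single distant livers or shifts common to many genes. These shares may therefore not hold for the real livers.

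Of the assays outside the 81 genes, EIF3 was higher in the TM group at 1 h (0.52) and 4 h (0.65) and FABP4 at E24 (2.26) and E28 (1.86), and HDAC1 at 3 h (−0.83) and PPARG at 7 h (−4.20) were lower, by the exact permutation test at an unadjusted p under 0.05. The smallest adjusted p was 0.182.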
